# Intestinal region-specific Wnt signalling profiles reveal interrelation between cell identity and oncogenic pathway activity in cancer development

**DOI:** 10.1186/s12935-020-01661-6

**Published:** 2020-12-03

**Authors:** Ronja S. Adam, Sanne M. van Neerven, Cayetano Pleguezuelos-Manzano, Salvatore Simmini, Nicolas Léveillé, Nina E. de Groot, Andrew N. Holding, Florian Markowetz, Louis Vermeulen

**Keywords:** Intestinal cancer, Wnt signalling, Cell of origin

## Abstract

**Background:**

Cancer results from the accumulation of mutations leading to the acquisition of cancer promoting characteristics such as increased proliferation and resistance to cell death. In colorectal cancer, an early mutation leading to such features usually occurs in the *APC* or *CTNNB1* genes, thereby activating Wnt signalling. However, substantial phenotypic differences between cancers originating within the same organ, such as molecular subtypes, are not fully reflected by differences in mutations. Indeed, the phenotype seems to result from a complex interplay between the cell-intrinsic features and the acquired mutations, which is difficult to disentangle when established tumours are studied.

**Methods:**

We use a 3D in vitro organoid model to study the early phase of colorectal cancer development. From three different murine intestinal locations we grow organoids. These are transformed to resemble adenomas after Wnt activation through lentiviral transduction with a stable form of β-Catenin. The gene expression before and after Wnt activation is compared within each intestinal origin and across the three locations using RNA sequencing. To validate and generalize our findings, we use gene expression data from patients.

**Results:**

In reaction to Wnt activation we observe downregulation of location specific genes and differentiation markers. A similar effect is seen in patient data, where genes with significant differential expression between the normal left and right colon are downregulated in the cancer samples. Furthermore, the signature of Wnt target genes differs between the three intestinal locations in the organoids. The location specific Wnt signatures are dominated by genes which have been lowly expressed in the tissue of origin, and are the targets of transcription factors that are activated following enhanced Wnt signalling.

**Conclusion:**

We observed that the region-specific cell identity has a substantial effect on the reaction to Wnt activation in a simple intestinal adenoma model. These findings provide a way forward in resolving the distinct biology between left- and right-sided human colon cancers with potential clinical relevance.

## Background

Activation of Wnt signalling is seen in a variety of malignancies [1, 2], and is particularly crucial in colon cancer [3]. Besides its role in cancer, Wnt signalling is tightly regulated in embryonal development and tissue homeostasis [4–6]. Activation of the Wnt pathway leads to an increase in proliferation rate and is sufficient to initiate intestinal adenoma formation [7]. Mutations in key components of the Wnt pathway are found in > 90% of colon cancer [8]. In wild type cells, Wnt family protein members (e.g. Wnt-2b, Wnt-3) serve as ligands to activate Wnt signalling [9]. Eventually the transcription cofactor β-Catenin (encoded by *CTNNB1*) promotes Wnt target gene expression via the transcription factor family TCF [10, 11]. Principal target genes include for example the oncogene c-Myc and the cell cycle regulator Cyclin D1 [8, 12]. In absence of Wnt ligands, the β-Catenin destruction complex, comprising of APC, Axin and GSK3β, phosphorylates β-Catenin to initiate ubiquitin-dependent degradation [13, 14]. Stabilization of β-Catenin can be achieved directly by mutation of phosphorylation sites in β-Catenin [15] or indirectly by inactivation of the destruction complex (mostly through *APC* inactivating mutations). Both mechanisms are found to increase Wnt signalling in early carcinogenesis in the intestine.

It has been shown that the mutational profile is not sufficiently explaining heterogeneity between tumours [16]. It is speculated that the cell of origin, i.e. the normal cell that acquires the first cancer-promoting mutation, might have a profound impact as well [17]. For example, in hematopoietic stem cells it was even shown that the same mutation can give rise to different phenotypes, creating two subsets of stem cells with opposing behaviour resulting from the same genetic event [18]. In medulloblastoma, two molecular subtypes caused by different oncogenic pathways could be explained by distinct cells of origin [19]. However, it remains largely undefined to what extent the cell of origin determines the resulting tumour in the intestine. We propose that the longitudinal or craniocaudal axis in the intestine is an attractive model to study how the characteristics of cancer initiating cells influence the transformation process, using the confined variation of regional differentiation in the same organ. Indeed, organoid cultures established from different regions of the murine intestine were shown to conserve a location specific phenotype [20]. In addition, important earlier work form Leedham et al. revealed that there exists a gradient of Wnt activity along the longitudinal axis in both mice and humans, translating into distinct stem cell dynamics as distinct Wnt activating mutations along the intestinal tract [21]. However, how exactly the cell of origin and the acquired mutations shape the gene expression profile and phenotype of the resulting pre-malignant clones remains elusive. Dissecting the interplay of the cancer initiating cells and oncogenic mutations in the gut is of potential great relevance as in colon cancer the location of the tumour has direct clinical implications.

In colon cancer the origin in the left or the right colon has an impact on the prognosis, right-sided being associated with a worse prognosis [22]. Right-sided tumours tend to be more advanced, larger and more frequently poorly differentiated [23, 24]. This is not only a result of more advanced stage at presentation of disease but the molecular subtypes and underlying pathophysiological mechanisms also differ between the locations [16]. To identify the role of intestinal location, earlier studies looked at differential expression along the intestinal craniocaudal axis. A gene expression comparison between left and right-sided colon cancer found *PRAC1*, *HOX6C* and *HOX13B* as most differentially expressed [25]. This raises the question to which extend regional differences in colon cancer can be the result of pre-existing differences in the origin tissue. A study that did compare normal and tumour samples from caecum and sigmoid/rectosigmoid found that most genes regulated in tumours did not overlap with genes significantly different between the locations [26]. However, microsatellite status was available for less than half of the tumours, thus a difference in the molecular pathophysiology between the locations could not be excluded. To study the effect of tumour location with the same underlying pathomechanism, in this case early Wnt activation by means of *Apc* inactivation, Reichling et al. compared early adenomas from *Apc*^Min/+^ mice between small or large intestinal locations and to matched normal tissue [27]. Only a limited number of genes and no known Wnt target genes were found differentially expressed in both locations. Further studies of adenoma formation in mice observed a caudal shift of the tumour location from small intestine towards colon after introducing an additional knockout of *Smad3* in the *Apc*^Min/+^*Smad3*^−/−^ mouse or a heterozygous mutation of *Cdx2* in the *Apc*^+/Δ716^*Cdx2*^+/−^ mouse [28, 29]. These studies confirm that the cell of origin in concert with specific mutations shape the ability of the intestine to transform as well as the properties of the resulting neoplasm.

In this study we set out to further unravel the interaction of the cell of origin and the effect of an oncogenic mutation activating the Wnt pathway at three different intestinal locations. We took advantage of location specific organoid cultures to limit the influence of the microenvironment and solely focus on the direct interplay of the cell of origin and oncogenic pathway activation. Since this model is largely based on regional differences in transcriptional profiles and does not reach single cell resolution to study cell state differentiation markers, our findings reflect intestinal region-specific cellular features. We found that Wnt pathway activation partially obliterates the location specific gene expression pattern, but at the same time installs novel region-of-origin-specific transcriptomic features that cannot be inferred from the non-transformed counterparts. Human gene expression data confirmed these findings stressing the relevance of these insights also for colon cancer. This study highlights the complex interplay of regional cell type-specific features and oncogenic pathway activation in the intestine, and it establishes important context specific effects of Wnt signalling during tumour initiation.

## Results

### Organoid model of intestinal transformation

In order to study the interplay between the transcriptional profiles of cancer initiating cells and oncogenic pathway activation, we employed an in vitro model for intestinal transformation (Fig. 1a). Intestinal epithelial organoid cultures were established from three distinct regions of the murine intestine: proximal small intestine (prSI), distal small intestine (diSI), and colon. Subsequently, the organoids were transduced with an oncogenic variant of *Ctnnb1* (mutated to p.S33A;S37A;T41A;S45A, hereafter referred to as *Ctnnb1*^*S*^). The resulting stabilized β-Catenin protein is not effectively targeted for degradation, accumulates and translocates to the nucleus in order to interact with TCF family members and drive expression of Wnt target genes [15]. Following overexpression of *Ctnnb1*^*S*^, prSI and diSI organoids display a cystic growth pattern, reminiscent of organoids in which the negative Wnt regulator *Apc* has been inactivated (Fig. 1a, Additional file 1A) [30, 31]. Colonic organoids always show this cystic growth pattern [32]. To validate that CTNNB1 protein was present at increased but physiological levels after transduction, we compared the protein levels in all locations (Fig. 1b). 

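Organoids are cultures of intestinal epithelium grown from crypts in a gel, in which cells of the region of origin go on dividing and differentiating. RNA was sequenced from 18 organoid libraries, 3 each of wt and *Ctnnb1* S (Cβ) organoids from prSI, diSI and colon. The authors aligned 50-bp single-end reads to the mouse genome (GRCm38) with HISAT2 and counted them on 48526 Ensembl genes with featureCounts. The deposited values are these read counts, without normalization. Reads with several matches and reads on exonic bases shared by genes were not counted, and the strand was not used. In prSI, the total counts per library ranged from 9052082 to 15997581 (median 15552309) in wt organoids and from 11131028 to 15595403 (median 15022958) in Cβ organoids. In diSI, they ranged from 10705504 to 14974841 (median 11218301) in wt organoids and from 10048238 to 13071497 (median 12535973) in Cβ organoids. Colon wt libraries held 9502126 to 13680990 counts (median 9778142) and colon Cβ libraries 8265406 to 15642221 (median 12152799). These totals hold only reads counted on genes. All prSI libraries and replicate 1 of both diSI groups were sequenced on lane 1, and all others on lane 2. Differences between prSI and colon therefore cannot be told apart from lane, whereas diSI was on both lanes, and wt and Cβ libraries of a location were spread equally over the lanes.

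Expression was compared with the quasi-likelihood test of edgeR after TMM normalization, in a model with a mean for each of the 6 groups. The 18861 genes with a mean count of at least 1 were tested, and p-values were adjusted with the Benjamini-Hochberg method. A gene was called with an adjusted p-value below 0.05 and a fold change above 1.2. Replicates carry the same numbers in wt and Cβ organoids. Residuals of same-numbered wt and Cβ libraries had a mean correlation across genes of -0.103, against 0.0504 for libraries with different numbers, where genes are not independent replicates. *Xist* or *Ddx3y*, both sex-linked, was high in only 1 library of each same-numbered pair in colon and of pair 1 in diSI. In the other pairs, neither gene differed in this way. The numbers need therefore not mark libraries of the same donor. Results with the replicate number as a block are given beside those without.

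*Ctnnb1* (ENSMUSG00000006932) lies on the plus strand of chromosome 9 from 120929216 to 120960507, and shares 5.16% of its exonic bases with *Mir7090* and *Ulk4*. Its counts do not separate the endogenous gene from transduced sequence that aligned to it. In prSI, *Ctnnb1* had 1413 ± 18.6 CPM (TMM-normalized counts scaled to one library size; mean ± SD, n = 3) in wt organoids and 1987 ± 82.4 in Cβ organoids. The log2 fold change was 0.49 (standard error 0.14, adjusted p = 0.0518). In diSI, it rose from 1096 ± 116 to 1882 ± 196 CPM, a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.00432). The colon values were 1981 ± 387 and 2542 ± 193 CPM, with a log2 fold change of 0.36 (standard error 0.14, adjusted p = 0.0977). Averaged over the locations, the log2 fold change was 0.54 (standard error 0.08, adjusted p = 7.98e-04), and a difference between the locations was not detected (interaction, adjusted p = 0.355). In prSI and in diSI, every Cβ library had more CPM than every wt library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). In colon, wt replicate 1 with 2418 CPM lay above Cβ replicate 2 with 2338 CPM. The alternative that lowered the adjusted p-value most in prSI was a model of only the 6 libraries of the location, with 0.0035. With the Wald test of DESeq2, the adjusted p-value was 0.0074 in prSI and 0.0433 in colon. With the replicate block, it was 0.169 in prSI, 0.0353 in diSI and 0.203 in colon. Across the alternatives, it ranged from 0.0035 to 0.169 in prSI, from 1.34e-06 to 0.0353 in diSI and from 0.0433 to 0.302 in colon.

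**Figure D1:**
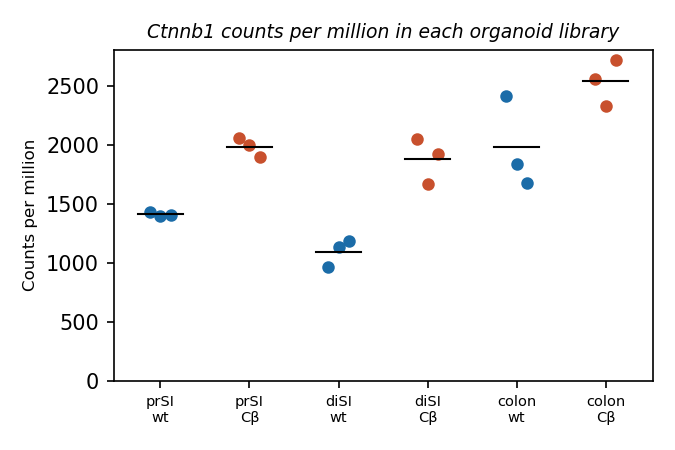
*Ctnnb1* CPM (TMM-normalized) in the 18 libraries. Points are libraries, in the order of their replicate numbers, and lines are group means. The colon wt library at 2418 CPM lies within the range of the colon Cβ libraries, whereas wt and Cβ libraries do not overlap in prSI and diSI.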

We generated global transcriptomic RNA sequencing data from wild type (wt) organoids and *Ctnnb1*^*S*^ transduced organoids from all three locations. We verified based on the read counts of the mutation hotspot region that wild type *Ctnnb1* was similarly expressed in wt and *Ctnnb1*^*S*^ organoids, and the mutated *Ctnnb1*:*c.97T* > *G;109T* > *G;121A* > *G;133T* > *G* was only detectable following *Ctnnb1*^*S*^ transduction (Fig. 1c). Using quantitative PCR, we confirmed increased levels of *Ctnnb1*^*S*^ expression in the models as well as increased expression of the Wnt target genes *Ascl2*, *Axin2* and *c-Myc* (Fig. 1d). Next, we evaluated the expression of genes previously identified as Wnt target genes relevant in colon cancer [32] in the RNA sequencing data (Fig. 1e, f). This analysis revealed a general overexpression of Wnt target genes following *Ctnnb1*^*S*^ expression as expected, although regional differences were detected. Moreover, we employed a gene set enrichment analysis (GSEA) to identify gene expression profiles that are significantly altered following Wnt signalling activation compared to the wt organoids (Fig. 1g). This established that *c-Myc* target gene signatures and gene signatures relating to the cell cycle and proliferation were more abundantly expressed just like the Wnt signalling gene signature itself. 

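All 44 Wnt target genes shown in Fig. 1e were found in the data and tested. As the figure shows genes that changed in the paper's own test of these libraries, their direction is no independent test of the list. In prSI, 38 of the 44 genes were higher in Cβ than in wt organoids, with a median log2 fold change of 0.17. In diSI, 42 genes were higher (median 0.53), and in colon 39 (median 0.75). Adjusted over all genes, 6 genes were significantly higher in prSI, 6 in diSI and 26 in colon. Adjusted over the 44 genes alone, the numbers were 7, 26 and 29. In the average of the locations, 42 genes were higher, 41 of them significantly (42 when adjusted over the list). Gene set enrichment analysis of these genes, ranked by signed p-value, gave a score of 0.557 in prSI (gene permutation test, p = 7.0e-04). In diSI and colon, the scores were 0.759 and 0.764, with the smallest p-values the gene permutations could give (2.3e-04 and 2.0e-04). Adjusted over the 15 scores computed, the p-values were 8.75e-04 in prSI and 4.25e-04 in diSI and in colon. Ranking by log2 fold change moved the prSI score most, to 0.448 (gene permutation test, p = 0.111). Over the alternatives, the prSI p-values ran from 1.81e-04 to 0.111. With the replicate block, the scores were 0.562, 0.731 and 0.766. The residual correlations of same-numbered libraries were -0.0109 in prSI, -0.165 in diSI and -0.132 in colon.

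*Myc* (ENSMUSG00000022346) lies on chromosome 15 from 61985341 to 61990374. It rose from 192 ± 5.03 to 286 ± 48.1 CPM (mean ± SD, n = 3) in prSI, a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.0203). In diSI, it rose from 120 ± 10.8 to 210 ± 33.5 CPM (log2 fold change 0.81, standard error 0.13, adjusted p = 0.00239). In colon, it rose from 227 ± 10.2 to 331 ± 23.4 CPM (0.54, standard error 0.13, adjusted p = 0.0153). With the block, the adjusted p-values of *Myc* were 0.0816, 0.0176 and 0.0598. Across the alternatives other than left-out libraries, they ran from 0.0014 to 0.0816 in prSI and from 0.0014 to 0.19 in colon. In the 18 fits that each left out one library, *Myc* no longer passed in 5 in prSI (adjusted p up to 0.127) and in 2 in colon (up to 0.0603). *Ascl2* (ENSMUSG00000009248, chromosome 7, 142966829 to 142969264) had a log2 fold change of 2.08 in colon (standard error 0.41, adjusted p = 0.00645). Its log2 fold changes in prSI and diSI were 1.09 and 1.06 (standard error 0.38 each, adjusted p = 0.109 and 0.124). *Axin2* (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) shares 3.8% of its exonic bases with *Gm11670*. It had a log2 fold change of 1.34 in colon (standard error 0.29, adjusted p = 0.00971), 0.77 in diSI (adjusted p = 0.142) and 0.25 in prSI (adjusted p = 0.715). The difference between locations was not significant for *Ascl2* (interaction, adjusted p = 0.385) or *Axin2* (adjusted p = 0.213). In prSI, *Ascl2* passed with DESeq2 (log2 fold change 1.07, adjusted p = 0.0448). The model of the 6 libraries of each location put *Ascl2* past the threshold in prSI (adjusted p = 0.0064) and diSI (0.0215), but not in colon (0.196). It also left *Axin2* in colon at an adjusted p-value of 0.19, where the alternatives ran from 3.07e-04 to 0.19. For *Ascl2*, the alternatives ran from 0.0064 to 0.222 in prSI, from 0.0215 to 0.225 in diSI and from 1.55e-05 to 0.196 in colon, and with left-out libraries from 0.0083 to 0.34 in prSI and from 0.0072 to 0.341 in diSI. With the block, *Ascl2* and *Axin2* had adjusted p-values of 0.0311 and 0.0302 in colon.

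In the model without the block, the response did differ between locations for *Jag1*, *Phlda1*, *Hes6* and *Slc5a1*. *Jag1* (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644) had log2 fold changes of 1.15 in prSI, 1.13 in diSI and -0.08 in colon (interaction, adjusted p = 0.0329). For *Phlda1* (ENSMUSG00000020205, chromosome 10, 111506286 to 111508645), they were 1.13, 1.30 and -0.18 (interaction, adjusted p = 0.0332). Of the exonic bases of *Phlda1*, 33.0% are shared with *Gm28592*, and reads on them were not counted. *Hes6* (ENSMUSG00000067071, chromosome 1, 91411483 to 91414038) rose in colon by a log2 fold change of 0.80, with 0.39 in diSI and -0.11 in prSI (interaction, adjusted p = 0.0188). *Slc5a1* (ENSMUSG00000011034, chromosome 5, 33104219 to 33162870) was lower, with log2 fold changes of -1.63 in prSI, -2.67 in diSI and -0.37 in colon (interaction, adjusted p = 0.0375). Under the block, the adjusted p-values of the changes in prSI and diSI were 0.0358 and 0.0237 for *Jag1* and 0.0196 and 0.0068 for *Phlda1*. They were 0.0166 and 0.0017 for *Slc5a1*, and 0.0249 for *Hes6* in colon. Fitting only the 6 libraries of a location, *Hes6* in colon (adjusted p = 0.19) and *Slc5a1* in prSI (0.0528) did not pass. Leaving out each library, the prSI changes failed in 3 of 18 fits for *Jag1*, 5 for *Phlda1* and 4 for *Slc5a1*.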

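The Hallmark gene sets of Fig. 1g were not used here. In their place, 9 gene sets were tested: the S phase and G2/M gene lists of the Seurat package and mouse Reactome pathways. None of them is a set of c-Myc target genes. The test was camera of limma on voom-transformed counts, with a fixed inter-gene correlation of 0.01. In the average of the locations, all 43 S phase genes were higher in Cβ organoids (median log2 fold change 0.71, adjusted p = 5.36e-20). Of the 54 G2/M genes, 53 were higher (median 0.68, adjusted p = 5.36e-20). In the Reactome pathway Cell Cycle, Mitotic, 300 of 391 genes were higher (median 0.25, adjusted p = 1.92e-13). For G2/M Checkpoints the number was 47 of 51 (median 0.50, adjusted p = 1.31e-13), and for DNA Replication 67 of 98 (median 0.12, adjusted p = 1.47e-05). The pathway of TCF dependent signaling in response to WNT showed no shift, with 76 of 143 genes higher (median 0.02, adjusted p = 0.733). This Reactome pathway is a different gene set from the Wnt signalling set of Fig. 1g, which the paper reports as higher. It is therefore no test of that result. Bile acid metabolism and biological oxidations were lower in Cβ organoids. In these pathways, 5 of 26 and 30 of 133 genes were higher (medians -0.49 and -0.64, adjusted p = 2.75e-05 and 5.24e-10). The clotting cascade, with 12 of 20 genes higher, was not shifted (median 0.13, adjusted p = 0.995).

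The cell cycle sets moved differently in the separate locations, a difference that was not itself tested. In prSI, 16 of 43 S phase genes were higher (median -0.04, adjusted p = 0.547). The median was 0.46 in diSI (adjusted p = 4.23e-10) and 1.68 in colon (adjusted p = 8.12e-30), with all 43 genes higher in both. DNA Replication was lower in prSI, with 30 of 98 genes higher (median -0.10, adjusted p = 9.92e-04). Estimating the inter-gene correlation from the data, 0.788 for the S phase genes, moved the tests most. None of the 9 sets then passed, nor did any at an unadjusted p-value below 0.05 (0 sets). The adjusted p-value of the S phase genes was then 0.145, and over the alternatives it ran from 5.36e-20 to 0.145. With the rotation test fry, 7 sets passed in the average, as without it. In the separate locations, fry called the S phase genes in colon (adjusted p = 0.0038), but neither the S phase genes in diSI (adjusted p = 0.102) nor DNA Replication in prSI (adjusted p = 0.297). The replicate block also left 7 sets, with an adjusted p-value of 1.91e-18 for the S phase genes.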

In combination, our data reveal that this in vitro model system exhibits features reminiscent of intestinal transformation.

**Fig. 1:**
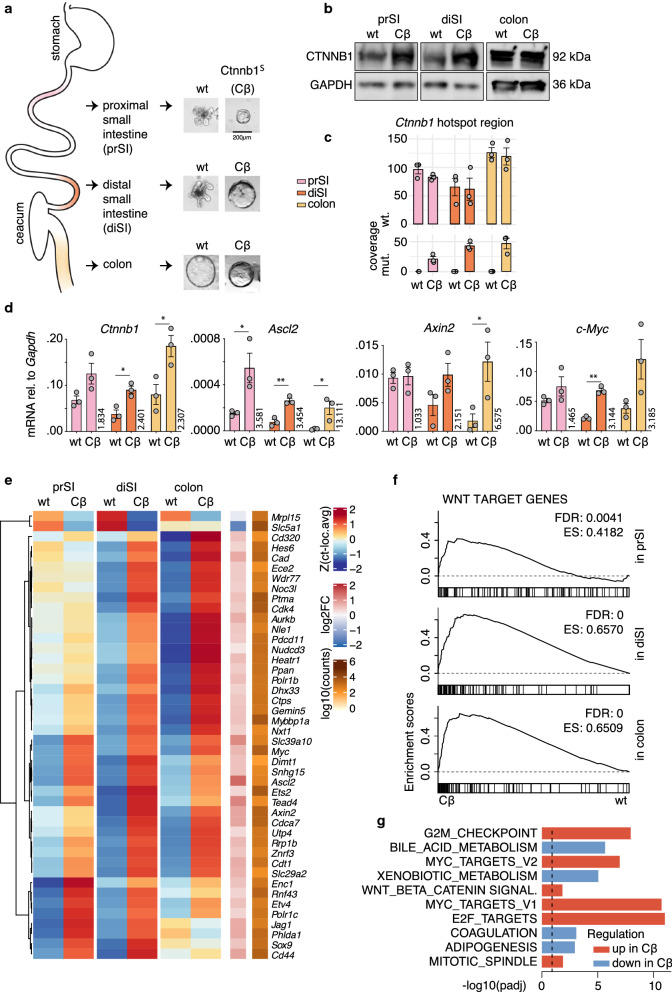
Model for Wnt activation. **a** Organoids were grown from 3 locations of the wild type (wt) murine intestine, and after transduction with stable *Ctnnb1*^*S*^ (Cβ) a cystic morphology can be observed in all locations. **b** Immunoblot of CTNNB1 and loading control GAPDH in organoids grown without (wt) or with transduced Ctnnb1^S^ (Cβ). **c** Number of reads matching the wild type (wt.) hotspot region of *Ctnnb1* and the mutated (mut.) hotspot region of *Ctnnb1*:*c.97T* > *G;109T* > *G;121A* > *G;133T* > *G*. **d** Quantitative PCR of *Ctnnb1* and important Wnt target genes, n = 3, *p < 0.05, **p < 0.005 (Student’s t-test), mean fold change in vertical number. All error bars represent S.E.M. **e** Expression of Wnt target genes [32] as average (n = 3) scaled count, centred around the location average. Right columns show summarized average logarithmic fold change (log2FC) of Cβ/wt and mean read count across locations. Indicated gene symbols are significantly differentially expressed in the average of all locations (adjusted p-value < 0.05, Wald -Test). **f** Gene Set Enrichment Analysis of Wnt target genes [32] in each location separately using GSEA preranked mode or (**g**) testing enrichment of Hallmark gene sets [50] across all locations using EGSEA

### Oncogenic Wnt activation erases region of origin related cell identity

To investigate how active Wnt signalling modifies region-specific gene expression profiles in intestinal epithelial cells, we identified internal sets of location marker genes. 

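In the 9 wt libraries, each location was compared with the mean of the other two. In prSI 2289 genes were significantly higher, in diSI 2117 and in colon 4541. Pooling the other two locations as one group, an alternative chosen after seeing the data, moved the numbers in prSI and diSI most, to 169 and 207. Requiring a gene to be higher than in each of the other two locations gave 357, 406 and 2991 genes, and moved the number in colon most. With the replicate number as a block across the wt libraries, they were 1760, 1498 and 4020. Residuals of same-numbered wt libraries of different locations had a mean correlation across genes of -0.0402, against 0.0196 for different numbers. The 15 genes per location that the paper lists as internal markers in Additional file 2 were all among the significantly higher genes. Of these, 15 in prSI, 14 in diSI and 15 in colon were among the 200 genes with the smallest p-values. *Reg1* (ENSMUSG00000059654, chromosome 6, 78422711 to 78428667), a marker of prSI, had 1856 ± 284 CPM (mean ± SD, n = 3) in prSI and 1.75 ± 0.386 in diSI. Its adjusted p-value against the other locations was 5.05e-08. *Fabp6* (ENSMUSG00000020405, chromosome 11, 43596049 to 43601540) had 47.9 ± 30.4 CPM in diSI. No wt library of another location held more than 3 counts of it, so that *Fabp6* was at least 177-fold higher in diSI (adjusted p = 4.11e-05). *Muc1* (ENSMUSG00000042784, chromosome 3, 89229057 to 89233381) had 425 ± 183 CPM in colon and at most 5 counts in any other wt library (adjusted p = 1.35e-07).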

We plotted 15 genes (Fig. 2a) or 200 genes (Additional file 1B) that are significantly higher expressed in wt organoids of each location as compared to the other intestinal regions. 

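Of the 200 most significant genes of each location, 175 in prSI, 174 in diSI and 180 in colon had a negative log2 fold change in Cβ against wt organoids. Adjusted over all genes, 49, 74 and 50 of them were significantly lower, and adjusted over the 200 genes alone 77, 102 and 74. Among the 15 internal markers that the paper lists for each location, 12, 15 and 15 were lower. Significance was reached by 4, 8 and 3 of these (4, 9 and 7 when adjusted over the 15 genes). Choosing markers and measuring their change on the same wt libraries can favour a fall. The markers were therefore also chosen from wt replicates in pairs, and their change was measured against the third. On average 84.5% of the markers were then lower in prSI, 81.2% in diSI and 77.2% in colon. With the replicate block in the comparison of Cβ with wt, 178, 176 and 177 of the 200 genes were lower. The markers of one location were also followed in the others. Of the prSI markers, 132 were lower in diSI, and 64 were lower and 125 higher in colon. Of the diSI markers, 154 were lower in prSI, and 78 were lower and 108 higher in colon. The colon markers mostly rose in the small intestine, 169 of them in prSI and 149 in diSI.

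*Reg1* fell to 81.2 ± 74.5 CPM (mean ± SD, n = 3) in prSI Cβ organoids, a log2 fold change of -4.52 (standard error 1.01, adjusted p = 0.0203). Its Cβ replicates had 0.61, 147 and 95.4 CPM. With the block, the change of *Reg1* was -5.34 (adjusted p = 0.112), and over the alternatives the adjusted p-values ran from 0.0028 to 0.135. *Fabp6* fell to 3.29 ± 1.83 CPM in diSI, a log2 fold change of -3.86 (standard error 0.56, adjusted p = 0.0012, with the block 0.0103). *Muc1* fell to 166 ± 75.5 CPM in colon, a log2 fold change of -1.36 (standard error 0.34, adjusted p = 0.0165, with the block 0.0366). The wt and Cβ libraries overlapped in their *Muc1* values, and in the model of the 6 colon libraries its adjusted p-value was 0.205 (alternatives from 0.0086 to 0.205). Every wt library had more *Reg1* in prSI and more *Fabp6* in diSI than every Cβ library (exact permutation test, two-sided p = 0.1).

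**Figure D2:**
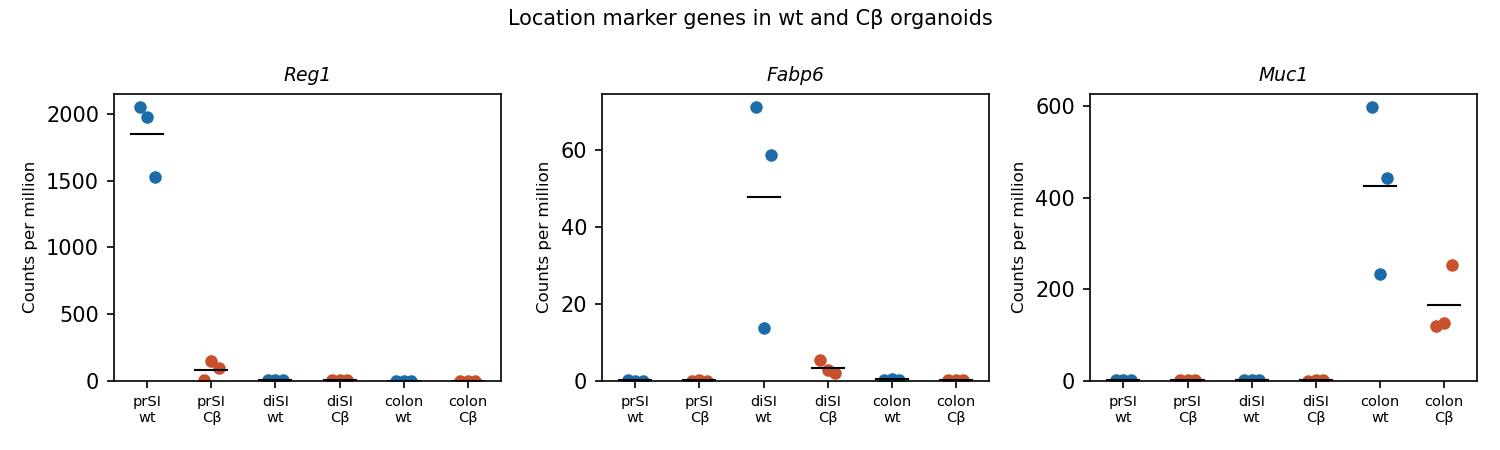
CPM (TMM-normalized) of *Reg1*, *Fabp6* and *Muc1* in the 18 libraries. Points are libraries and lines are group means. Each gene is high in wt organoids of its location and lower on average in the Cβ organoids of that location, with *Muc1* libraries overlapping.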

Almost uniformly, these genes were downregulated following Wnt pathway activation, indicating that oncogenic Wnt pathway activation erases part of the location specific cell identity (Additional file 2 lists fold changes). This was also confirmed by GSEA for gene sets encompassing the 200 most significant location specific genes (Fig. 2b), demonstrating for all locations a downregulation of gene sets that represent location defined cell identity. 

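Ranked by the signed p-value of Cβ against wt, the 200 markers had an enrichment score of -0.746 in prSI, -0.758 in diSI and -0.618 in colon. Their p-values of 2.8e-04, 1.5e-04 and 2.1e-04 were the smallest that 10000 gene permutations could give (adjusted over 15 scores, p = 4.25e-04 each). Such permutations treat genes as independent. The prSI score moved most, to -0.591, without colon wt replicate 1, and the colon score, to -0.693, without colon Cβ replicate 3. The model with the replicate block gave -0.76, -0.768 and -0.675. Leaving out each library in turn gave scores from -0.769 to -0.591 in prSI, from -0.797 to -0.708 in diSI and from -0.693 to -0.575 in colon.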

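Additional file 2 gives 59 marker genes of intestinal locations from earlier studies, of which 58 were matched to a gene and 55 passed the filter on counts. In wt organoids, 15 of 17 prSI genes, 15 of 17 diSI genes and 15 of 21 colon genes were higher in their own location than in the mean of the others. Compared with wt, Cβ organoids of the own location had lower expression of 14 of 17, 14 of 17 and 16 of 21 genes, together 44. Adjusted over all genes, 6, 6 and 7 of these were significantly lower, and adjusted over each list 8, 8 and 12. In the average of the locations, 40 of the 55 genes were lower, 23 of them significantly (26 when adjusted over the list). Their enrichment score was -0.644 (p = 2.1e-04, the smallest that the gene permutations could give). Ranking by log2 fold change moved it most, to -0.728. In the block model it was -0.662, and 44 genes were again lower in their own location. Leave-one-out fits gave 43 to 46 such genes. All 8 intestine-enriched genes from the Human Protein Atlas were lower in the average, 4 of them significantly (6 when adjusted over the list). The enrichment score of these 8 genes was -0.821 (gene permutation test, p = 0.0012, adjusted p = 0.0013).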

We detected the same trend when we used external location signatures which were previously reported (Fig. 2a) [20, 33], or when we employed an in vivo derived set of genes which were found to be specifically enriched in the intestine by the Human Protein Atlas (Fig. 2a) [34–37]. Since Wnt signalling is known to be an important driver of differentiation during embryogenesis, but maintains stemness in adult intestines, we were curious how our findings relate to the level of cell type specificity. 

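The 49 cell type markers in Additional file 2 were tested in the average of the locations, where 39 were lower in Cβ organoids. Of these, 12 were significantly lower, adjusted over all genes as well as over the list. Their enrichment score was -0.542 (p = 2.1e-04, the smallest that the gene permutations could give), and -0.58 with the replicate block. The choice of the rank moved it most, to -0.755 with the log2 fold change. Relabelling wt and Cβ within same-numbered pairs gave a score as far from 0 as -0.542 in 18 of 100 relabellings, the real one included. A score as large is therefore no rare outcome of relabelling. In the separate locations, the scores were -0.531 in prSI (gene permutation test, p = 4.69e-04), -0.648 in diSI and -0.418 in colon (p = 0.0119, the same after adjustment over 15 scores). All 10 enterocyte markers were lower in the average, 7 of them significantly, and so were all 8 colonocyte markers (2 significantly). Of the enteroendocrine markers, 8 of 10 were lower, and of the Paneth cell markers 7 of 10. Among the goblet cell markers, 5 of 8 were higher and 3 lower. The 3 tuft cell markers were lower, none of them significantly (0 also when adjusted over the list).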

We observed that genes marking differentiated cells, as described for specific cell types in single cell gene expression studies [38–40], were significantly downregulated in *Ctnnb1*^*S*^ expressing organoids (Fig. 2a, c). From each region we selected two location specific genes based on the highest significance and fold change to validate with quantitative PCR that the expression decreased after Wnt activation (Additional file 1C). We confirmed the location specificity and loss after transformation on protein level for the growth factor Regenerating islet-derived 1, REG1, the ileal Fatty acid binding protein 6, FABP6*,* and the mucin protein Mucin-1, MUC1 (Additional file 1D). Taken together, these analyses indicate that oncogenic Wnt activation reduces expression of genes that are characteristic for the specific cellular identity associated with the intestinal location.

**Fig. 2:**
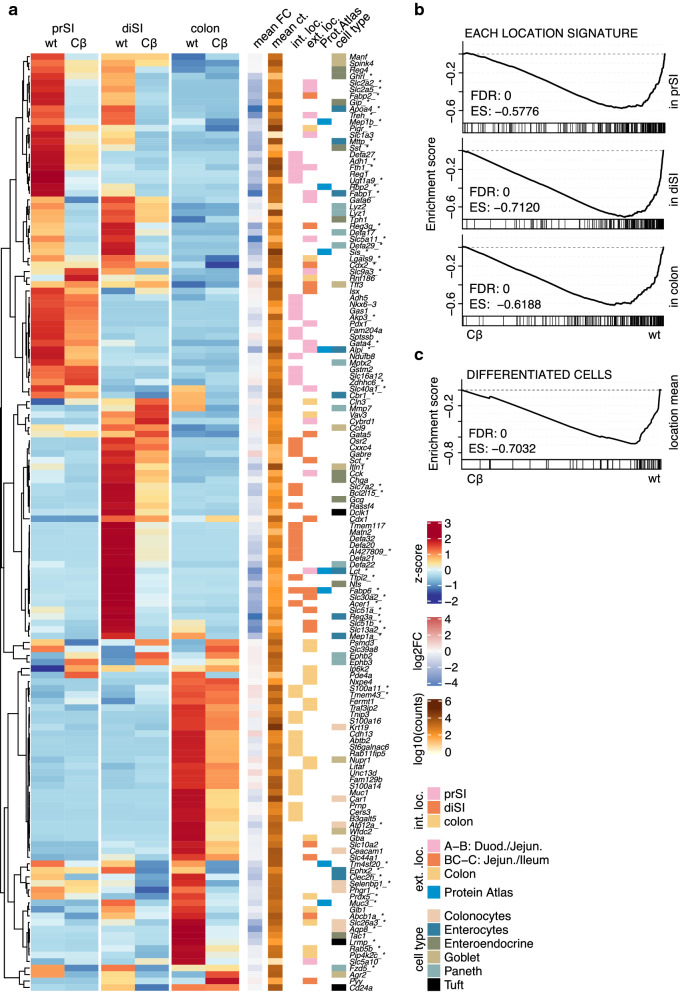
Location signatures are downregulated upon Wnt activation. **a** Heatmap shows average (n = 3) scaled counts for both conditions of each location, additional columns show summarized mean log2FC(Cβ/wt) and mean read count across locations. Genes marked with asterix are significantly differentially expressed in the average of all locations (adjusted p-value < 0.05, Wald-Test). Internal location (int. loc.) marker genes are genes which showed the most significant (Wald-Test) upregulation in the wt samples of prSI, diSI or colon compared to all other locations’ wt samples, respectively. External location (ext. loc.) marker genes were previously reported to be specific to intestinal divisions [20, 33] or specifically enriched in the intestine based on the Human Protein Atlas [34–37]. Cell type marker genes were previously reported to be specific to differentiated intestinal cells [38–40]. **b** Our own location signature exhibited a significant downregulation upon Wnt activation in each location separately using Gene Set Enrichment Analysis GSEA preranked mode. **c** Cell type marker genes [38–40] also showed significant downregulation upon Wnt activation in Gene Set Enrichment Analysis using GSEA preranked mode

In order to evaluate if this phenomenon can also be captured in human cancers we established location specific profiles using the The Cancer Genome Atlas (TCGA) dataset. Because small intestinal cancer is very rare and left versus right colon cancers represent clinically relevant distinct entities we focus on this distinction. We selected samples from the normal colon and defined genes with the most significant differential expression between the right colon (caecum and ascending colon) and the left colon (descending colon and sigmoid). Interestingly, among the significant side-specific genes from the human normal colon, we found a significant correlation with the location specific genes from our comparison of murine colon vs. small intestine organoids, suggesting that our model reflects a general proximal vs. distal effect (Additional file 1E). Next, we selected colon adenocarcinoma samples that harbour Wnt pathway activating mutations in the *APC* gene. We included only cancer samples from microsatellite stable (MSS) cancers, since microsatellite instable cancers are a clearly distinct entity characterized by distinct pathogenesis [41–43]. The most important clinical features are summarized in Additional file 3A. In line with our in vitro findings using murine organoids, also in these patients’ cancer samples, the location specific gene expression profile is significantly impaired confirming that Wnt pathway activation obliterates location specific gene expression patterns (Fig. 3a, b, Additional file 3B). In left-sided colon cancers, the consensus molecular subtype (CMS) 2 is overrepresented and thus the Myc pathway is more activated than in right-sided colon cancers (Additional file 4B). We previously established that activation of the Wnt pathway is more prominent in CMS2 than in other CMSs [16]. This might explain why the downregulation of location markers is more pronounced in left-sided cancer samples. To identify transcription factors that could be involved in the regulation of the genes differentially expressed between left and right colon, we tested which transcription factor target gene sets were overlapping. We identified the target gene sets of CDX2, CDX1, ISX, CREB3L3 and GATA5, all reported as linked to differentiation in intestinal cells with differences along the intestinal axis [44–48] (Fig. 3c). Of note, the genes encoding these transcription factors were themselves not significantly differentially expressed between left and right normal colon (Additional file 3C), indicating another activation mechanism. However, in a subset we found the transcription factor expression downregulated in colon cancer, correlating with a decreasing overlap of their targets (Fig. 3d). To test which genes were building the location marker sets in normal tissue in vivo, we performed a GSEA on 50 curated Hallmark gene sets from the Molecular Signature Database [49–51] and found that gene sets associated with inflammatory response tended to be higher in the right colon (Fig. 3e). It is interesting to note that immune activated microsatellite instable tumours, which we excluded from our analysis, are known to be predominantly located in the right colon. The fact that inflammatory response pathways (interferon α, interferon γ, allograft rejection) were already significantly enriched in the right normal colon, suggests an inherent location specific mechanism influencing the immune microenvironment.

**Fig. 3:**
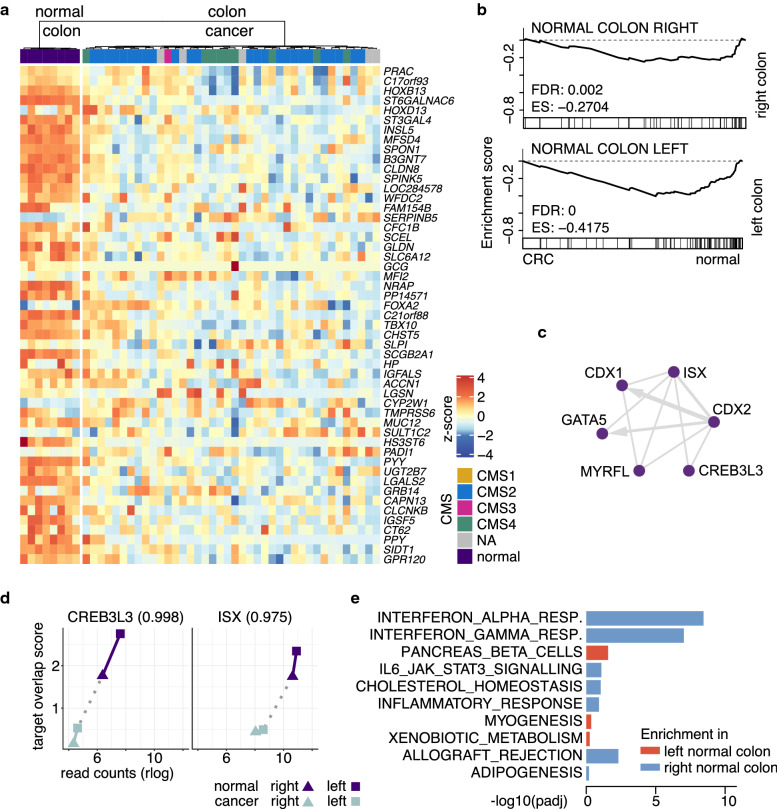
Location specific signature partially erased in human colon cancer. **a** With transcriptome data from TCGA [8] we identified genes with the most significant upregulation in left colon versus right colon (log2FC > 1, adjusted p-values < 0.01, Wald-Test) in the normal tissue samples (left panel). The expression of those genes in MSS *APC* mutated colon cancer samples of the left colon is shown in the right panel. **b** The colon side-specific signatures were analysed individually using GSEA. **c** Genes differentially expressed between left and right TCGA normal colon tissue samples were tested for overlap with transcription factor target gene sets using ChEA3 mean ranks with interaction [79]. Resulting ChEA3 scores were compared to their expression in normal and colon cancer samples and in CREB3L3 and ISX we found a high Pearson-correlation, indicated in brackets (**d**). Genes differentially expressed between left and right TCGA normal colon tissue samples were tested for enrichment in Hallmark genes sets [50] using EGSEA (**e**)

### Oncogenic Wnt activation uncovers a region of origin specific expression pattern

Importantly, in addition to maintaining expression of genes characteristic of cell identity during transformation, the region of origin can also impact on the transcriptomic profiles of cancers in a different fashion. It is perceivable that activation of the Wnt pathway results in activation of genes in a location specific fashion, thereby installing a novel location specific identity. To test this hypothesis, we identified the Wnt target genes for each location separately, by comparing the expression profiles of the wt organoids of the different regions with the respective *Ctnnb1*^*S*^ counterparts (Fig. 4a). This analysis revealed that following Wnt activation the organoids from different regions respond by activating partially distinct sets of Wnt target genes. 

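Compared with wt, 629 genes were significantly higher and 516 lower in Cβ organoids of prSI. In diSI, 425 genes were higher and 650 lower, and in colon 1515 were higher and 1354 lower. Colon wt replicate 1 held 1968 CPM of *Xist*, without TMM factors, and no other colon library more than 0.484. Colon wt replicates 2 and 3 held 58.6 and 62.7 CPM of the Y-linked gene *Ddx3y*, and all colon Cβ libraries 0. Each colon wt library was thus set apart from all colon Cβ libraries by a sex-linked gene. The colon comparison may therefore also hold differences between donors. Of the higher genes, 10 were shared by all locations, 196 by exactly 2, and 2147 were called in exactly 1 location. The shared genes were *Afap1l1*, *Amotl2*, *Bcat2*, *Ccnd2*, *Myc*, *Pcyox1l*, *Selenoh*, *Slc25a48*, *Sorbs2* and *Uhrf2*. A gene called in 1 location may have missed the threshold in the others. Of the 2147 genes, 776 had a positive log2 fold change in both other locations, and 803 had a significant interaction. The log2 fold changes of prSI and diSI correlated across genes with r = 0.375, where genes are not independent replicates. For diSI and colon r was 0.114, and for prSI and colon -0.0236.

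The counts depended on the model. The DESeq2 test called 994 higher genes in prSI and 676 in diSI, and 22 genes in all locations. Fitting only the 6 libraries of a location moved the counts in prSI and colon most, to 2186 higher and 1934 lower genes in prSI, and to 2 higher and 3 lower genes in colon. With the replicate block, 209 genes were higher in prSI, 204 in diSI and 405 in colon, and 704 in exactly 1 location. Neither the model of 6 libraries nor the block model called a gene higher in all locations (0 genes each). At an unadjusted p-value below 0.05, 135 and 52 genes were higher in all locations under these models, against 75 in the model of all libraries without the block. Of the 22 genes that Fig. 4a shows as higher in all locations, all were higher in each, and 7 were called in each. As the paper chose them from the same libraries, their direction is no independent test.

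*Spaca6* (ENSMUSG00000080316, chromosome 17, 17830719 to 17843009) rose in prSI from 0.956 ± 0.376 to 15.6 ± 1.79 CPM (mean ± SD, n = 3). Its log2 fold change was 4.07 (standard error 0.30, adjusted p = 6.88e-06, with the block 8.02e-04). In diSI and colon, it was 0.29 and -0.43 (interaction, adjusted p = 1.52e-04). *S100a6* (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) rose in diSI from 53.9 ± 6.94 to 373 ± 113 CPM. The log2 fold change was 2.79 (standard error 0.23, adjusted p = 3.2e-05, with the block 0.0013), with 0.33 in prSI and 0.01 in colon (interaction, adjusted p = 4.32e-04). *Smoc2* (ENSMUSG00000023886, chromosome 17, 14279506 to 14404790) rose in colon from 0.467 ± 0.432 to 22.1 ± 9.63 CPM. Its log2 fold change there was 5.39 (standard error 0.41, adjusted p = 1.32e-05, with the block 5.24e-05), with 0.02 in prSI and 0.34 in diSI (interaction, adjusted p = 1.52e-04). In the model of the 6 colon libraries, the adjusted p-value of *Smoc2* was 0.0848, within alternatives from 4.66e-29 to 0.0848. *Smoc2* was at 459 ± 37.1 CPM in prSI wt and 400.4 ± 77.7 in diSI wt organoids.

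**Figure D3:**
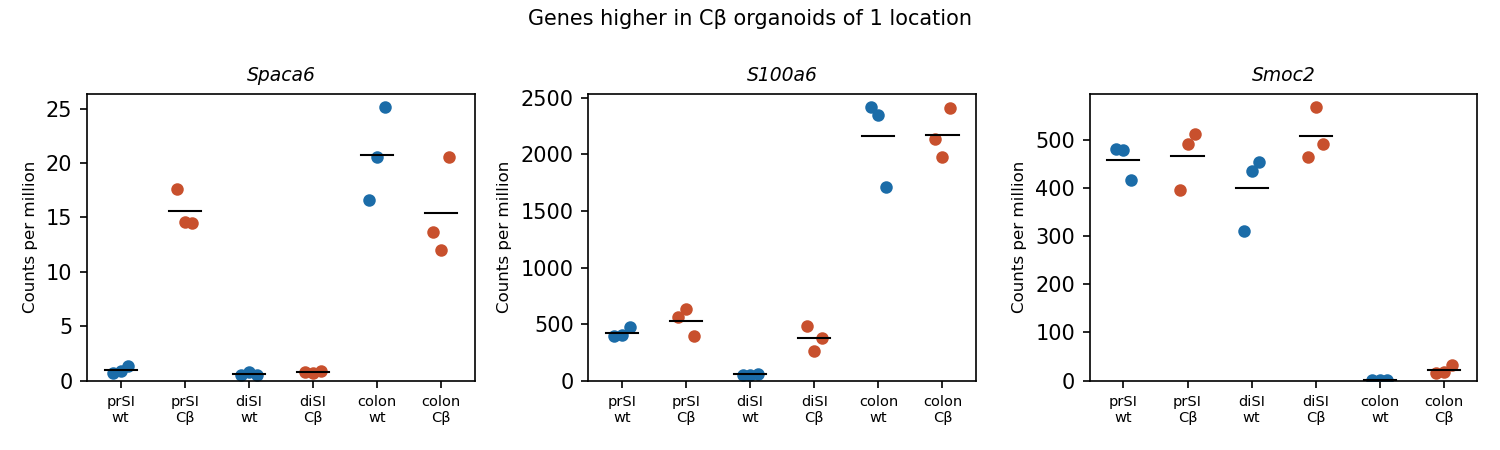
CPM (TMM-normalized) of *Spaca6*, *S100a6* and *Smoc2* in the 18 libraries. Points are libraries and lines are group means. Wt and Cβ libraries are apart in prSI for *Spaca6*, in diSI for *S100a6*, and in colon and more narrowly in diSI for *Smoc2*.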

For a substantial set of genes even an inverse relationship was detected, i.e. activation upon Wnt signalling in one location and downregulation in *Ctnnb1*^*S*^ organoids from another location. This suggests that Wnt activation installs an otherwise undetected location specific gene expression program. 

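A significant rise in one location and a significant fall in another were found for 145 genes. Opposite changes were found in prSI and colon for 128 genes, in diSI and colon for 37, and in prSI and diSI for 4, so that some genes are in more than one of these pairs. Leaving out colon Cβ replicate 3 raised the number most, to 367, and with DESeq2 there were 351. The model of the 6 libraries of each location lowered it most, to 12 genes, which need not be among the 145, and with the replicate block there were 38. *Sftpd* (ENSMUSG00000021795, chromosome 14, 41172212 to 41185198) rose in prSI from 3.09 ± 0.983 to 31.8 ± 25.2 CPM (mean ± SD, n = 3). In colon it fell from 90.6 ± 66.7 to 12.3 ± 4.97 CPM. Its log2 fold changes were 3.39 (standard error 0.64, adjusted p = 0.00883) and -2.88 (standard error 0.60, adjusted p = 0.00833; interaction, adjusted p = 0.00269). With the block, the adjusted p-values of *Sftpd* were 0.0367 and 0.0376. With only the 6 colon libraries, its adjusted p-value in colon was 0.19 (alternatives from 5.78e-05 to 0.19). *4930447F24Rik* (ENSMUSG00000102224, chromosome 9, 108133718 to 108138567) rose in prSI by a log2 fold change of 3.39 (standard error 0.67, adjusted p = 0.0104) and fell in colon by -3.10 (standard error 0.70, adjusted p = 0.0112). In diSI, where no wt library had more than 3 counts, it was at least 20.4-fold higher in Cβ organoids (adjusted p = 0.00882). With the block, its adjusted p-values were 0.0116, 0.0197 and 0.0087 for prSI, colon and diSI. *Lama5* (ENSMUSG00000015647, chromosome 2, 180176373 to 180225859) had log2 fold changes of 2.02 in prSI, 2.67 in diSI and -0.95 in colon (adjusted p = 0.00196, 2.29e-04 and 0.0337). With the block, its colon change had an adjusted p-value of 0.0573, and over the alternatives the values ran from 0.0067 to 0.204.

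The paper concludes from the fall of the marker genes that Wnt activation erases part of the identity that comes with the location. From the genes that change in opposite directions, it proposes that Wnt activation also installs a location specific program of gene expression.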

We were interested in detailing the nature of the genes that were activated in a region of origin specific fashion. 

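The genes with a fold change above 2 in Cβ against wt organoids numbered 347 in prSI, 257 in diSI and 613 in colon. The 200 most significant of each location were looked up in the wt libraries. Compared with the other locations, 180 of these genes were lower in wt prSI, 190 in wt diSI and 192 in wt colon. Their median expression in wt organoids of the location was 4.94 CPM in prSI and 2.57 in diSI, against 9.29 and 9.94 for all tested genes. In colon it was 9.21 CPM against 10.2. Below the median of all tested genes were 135, 144 and 106 of the 200 genes. With all genes ranked by their wt expression in the location against the others, the enrichment scores were -0.688 in prSI, -0.861 in diSI and -0.872 in colon. The p-values of 2.4e-04, 2.8e-04 and 9.1e-04 were the smallest that the gene permutations could give. As low wt values enter both the ranks and the fold changes, the ranks were also built on wt libraries held out from the fold change. The mean scores were then -0.67, -0.824 and -0.671. In the model of the 6 libraries of a location, the colon score was 0.47 (gene permutation test, p = 0.866, alternatives from 4.998e-04 to 0.866), as only 2 genes were called higher in colon. The scores from the block model were -0.737, -0.859 and -0.827.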

With GSEA we found that the upregulated Wnt target genes tended to be lowly expressed before Wnt activation (Fig. 4b). To test statistically, which genes responded to Wnt activation differently between the locations, we applied a likelihood ratio test for the effect of the Wnt activation depending on the location. The resulting genes were assigned to the three locations based on where they showed the maximum (positive) log2 fold change (Additional file 4A). 

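The response to Wnt activation differed significantly between the locations for 1451 genes. Of these, 548 had their highest positive log2 fold change in prSI, 241 in diSI and 618 in colon, and 44 had none above 0. Leaving out colon Cβ replicate 3 raised the number most, to 3041, and the likelihood ratio test of DESeq2 gave 3000 genes. The model with the replicate block lowered it most, to 321. Among the genes assigned to a location, 284, 154 and 470 were also called higher there. Opposite significant changes were found in 83, 18 and 44 of the assigned genes. Beside *Spaca6*, the prSI genes with the smallest p-values included *Slc5a3* (ENSMUSG00000089774, chromosome 16, 92058322 to 92087473). Its log2 fold changes were 1.31 in prSI, 0.48 in diSI and -1.09 in colon (interaction, adjusted p = 1.52e-04). The diSI genes included *Fut2* (ENSMUSG00000055978, chromosome 7, 45648591 to 45666394), with log2 fold changes of 0.86, 2.42 and -1.42 (interaction, adjusted p = 5.49e-04). The colon genes included *Slc43a2* (ENSMUSG00000038178, chromosome 11, 75531694 to 75577575), with -1.78, -1.12 and 1.14 (interaction, adjusted p = 4.32e-04). Of the exonic bases of *Slc43a2*, 9.18% are shared with *Gm45606*. Of the genes that Fig. 4a shows for prSI alone, 17 of 19 had a significant interaction, for diSI 15 of 17 and for colon 11 of 18. The paper chose these genes from the same libraries by their rise in that location, so that the shares are no independent test.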

To identify transcription factors which could explain the regional differences, the upregulated Wnt target genes of each location were tested for overlap with transcription factor target gene sets. We found that the expression levels of the transcription factors with high evidence for overlapping target genes were rather low in wild type and showed upregulation upon Wnt activation (Fig. 4c). To examine, whether Wnt signatures differ also between human colon cancer samples from different locations, we compared again MSS tumours with a mutation in *APC* from TCGA data. Among the Wnt target genes which show a trend to differential expression between left- and right-sided colon cancer, we found most genes to be upregulated more in left-sided cancer samples, however a few genes were more activated in the right-sided colon cancer samples (Additional file 4C). This is in line with previous reports that Wnt activation is higher in distal colon cancer [52, 53]. It also gives the indication that Wnt response is qualitatively location dependent even in patients samples.

**Fig. 4:**
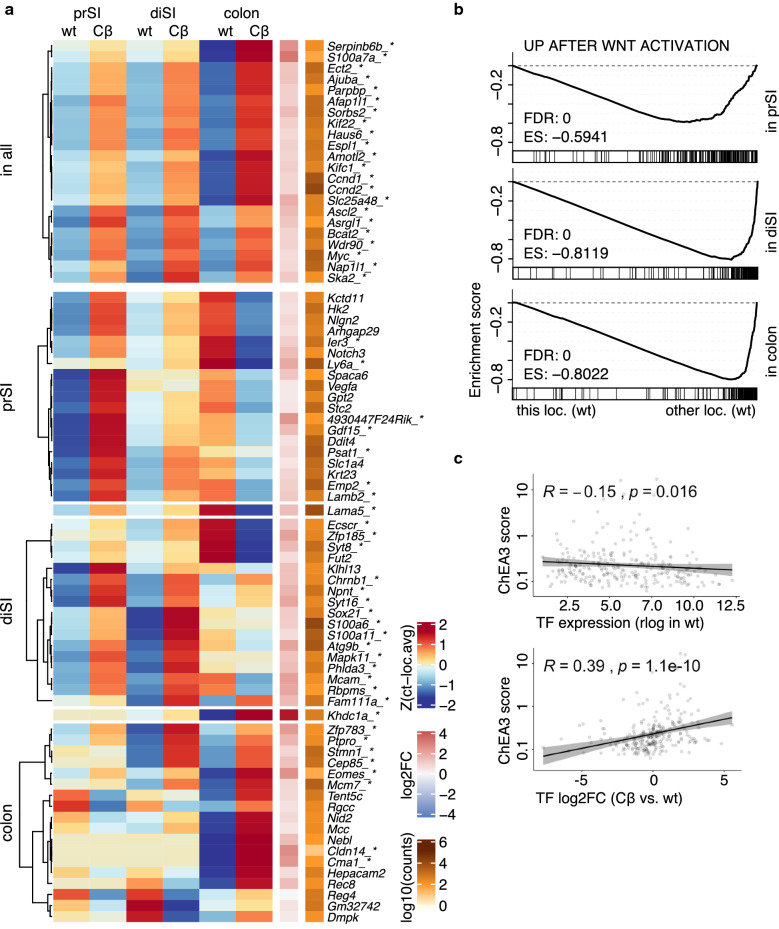
Wnt response is partly location specific. **a** Genes upregulated after Wnt activation (fold change > 1.2, adjusted p-value < 0.05, Wald-Test) were identified in each region separately. Genes which appeared significantly upregulated in all locations individually are shown on top, followed by remaining 20 most significantly upregulated genes for each location (intersecting genes shown in between). Heatmap shows average (n = 3) scaled counts per condition, centred around the location average, right columns show summarized log2FC(Cβ/wt) and mean read count across locations. Genes marked with asterix are differentially expressed in the average of all locations (adjusted p-value < 0.05, Wald-Test). **b** Gene Set Enrichment Analysis of genes upregulated after Wnt activation (fold change > 2, 200 lowest adjusted p-values < 0.05, Wald-Test) in each location using GSEA preranked mode, after genes were ranked based on expression in each location’s expression in wt vs. other locations expression in wt. **c** The genes upregulated after Wnt activation from each location were examined for overlap with transcription factor target genes using ChEA3, the resulting score was tested for correlation with the expression of the corresponding transcription factor coding gene in each location

## Discussion

In this study we set out to disentangle the impact of the cell that transforms, and the effects of the pathway that drives carcinogenesis on the resulting gene expression profile. For this fundamental research question, we employed a model system with low complexity in order to reduce the confounding factors. The organoid model allowed us to study the epithelial component of early carcinogenesis through titrated Wnt activation. To achieve this, we transduced the stabilized version of *Ctnnb1* downstream of APC, because *Apc* requires biallelic mutations for cancer initiating Wnt activation which seem to (inter)depend on the intestinal location [54]. With organoids from three different murine intestinal locations we defined regional identity markers using RNA sequencing data, extending earlier studies of others [20]. These location identity markers were concealed after Wnt activation via *Ctnnb1*^*S*^ as compared to the original wild type organoids. As expected, cell type differentiation markers were downregulated [55]. The upregulated Wnt target genes differed between the locations and were generally lowly expressed in the control organoids. It was previously reported that the intestinal axis from proximal to distal needs an increasing dose of added Wnt signal to exceed the polyp initiation threshold [21], which was in our model reflected by an increasing amount of mutated *Ctnnb1*^*S*^. The lower levels of *Ctnnb1*^*S*^ in prSI might explain why results were less pronounced, yet significant, in this location. To validate the importance of our findings for the disease we were modelling, we examined human normal colon and colon carcinoma data from distinct colon regions. Because variation between left and right sided colon cancer is tightly connected to differences in pathomechanisms (reviewed in [22]), we narrowed down the problem by focussing on MSS Wnt activated colon cancer samples to unveil the role of region-specific transcriptional background. When we compared normal and cancer samples from the left and right colon, we could recapitulate both of our main observations from the murine organoid model: concealing of location markers and location differences in known Wnt target genes.

Our analyses reveal that there is a profound impact of the region-specific cellular features on the transcriptomic profiles of the resulting tumours, at least along the different locations of the intestinal tract. However, unlike previously assumed, cells do not directly carry over their cell specific gene expression profiles, but reveal initially hidden region-specific signatures. This has implications for the concept of the cell of origin in cancer as well as for the methods used to study this phenomenon. Our data suggest that cell or tissue specific profiles from non-transformed tissues are non-informative to predict the region of origin of a given cancer. Our results indicate that the region-specific features of cells can be partially erased, while the region of origin does have an important impact on defining which genes are activated upon oncogenic pathway activity.

Several limitations of this study include the fact that we have only evaluated the effect of a Wnt activating mutation in specific regions of the intestine. It remains to be defined if our results can be generalized to other oncogenic pathways and organs. For example, *KRAS* mutations are more prevalent in the proximal colon and it has been recently suggested that certain *KRAS* mutations might be location dependent [56, 57]. Moreover, *RAS* mutations have a synergistic effect with *APC* mutations [58] so that the further examination of location dependencies in other oncogenic pathways should incorporate potential cooperative effects. Another limitation is that we only studied the impact of the region of origin on the longitudinal axis in the intestine. It remains unclear how the profiles of distinct cell types along the differentiation axis in the intestine, e.g. Lgr5^+^ stem cells, absorptive progenitors or neuroendocrine cells, shape the phenotype of the resulting neoplasm. This is an important unresolved question, in particular because an increasing range of cell types is identified as amendable to transformation, usually as a result of inflammation associated signals from the environment [59, 60]. It remains an attractive explanation for the notion that the highly diverse phenotypes of colon cancers can only partially be explained by genetic differences. On the other hand, the cell type specific differentiation gradient is already known to be convertible, involving major changes in chromatin accessibility but maintaining a widely stable epigenetic status [61–63]. In that way, it seems less likely that differentiation-related features are hardwired and conserved in cancers of the intestine.

To conclude, at a very basic level, our results provide further support to the fact that distinct regions in the gut present with distinct features. Some of these are potentially clinically significant. For example, tumour location in the colon is associated with response to anti-EGFR agents in the RAS/RAF wild type population. Whilst left-sided cancers display marked clinical benefit, right-sided tumours are less responsive [64, 65]. These observations might be associated with regional differences that are exposed following oncogenic pathway activation. Hence, our findings provide a way forward in an attempt to resolve this notion.

## Conclusion

We observed that region-related cellular identity has a substantial effect on the reaction to Wnt activation in a simple intestinal adenoma model. While the tissue specific pattern is partially erased, the response to oncogenic transformation cannot be inferred from the tissue of origin. These findings highlight the context dependent effect of oncogenic Wnt signalling and provide a way forward in resolving the distinct biology between left- and right-sided human colon cancer with potential clinical relevance.

## Methods

### Organoid generation and maintenance

Isolation of small intestine (SI) and colon crypts from wild type mice was adapted from Sato et al. [66]. Briefly, resected prSI, diSI and colon were opened longitudinally, villi were removed and cut into 0.5 mm pieces. The fragments were washed several times with cold PBS. After this, the intestinal pieces were incubated in 2 mM (SI) or 25 mM (colon) EDTA in PBS at 4 °C for 30 min, in order to detach intestinal crypts from the basal layer. After removal of EDTA, crypts were resuspended in 10 mL of cold PBS 10% FCS, pipetted up and down vigorously, and passed through a 70 μm strainer. Subsequently, crypts were resuspended in Matrigel® (Corning), seeded in 24-well plates, and supplemented with Advanced DMEM/F12 medium (Gibco) containing 1× N2 (Gibco), 1× B27 (Gibco) 50 ng/mL, 10 mM HEPES (Boehringer), Glutamax (Gibco) and 1 mM N-acetylcysteine (Sigma-Aldrich), supplemented with 50 ng/mL murine EGF (TEBU-Bio) and 10% of Noggin and R-spondin1 conditioned media (hereafter called ENR medium). In addition, 10 μM CHIR (Axon Medchem) and 10 μM Rock inhibitor (Sigma-Aldrich) were added to all crypt cultures. After two days in culture, CHIR was removed from SI crypt cultures and Rock inhibitor from both, SI and colon. Cultures were incubated at 37 °C and 5% CO_2_.

### Generation of Ctnnb1^S^ construct

A stabilized (mutated to p.S33A;S37A;T41A;S45A) version of *Ctnnb1* (GenBank ID: NM_001165902.1:c.[97T > G;109T > G;121A > G;13T > G]) was obtained in pLX304 as a gift from William Hahn (Addgene # 42561) and cloned into the vector pWPXL downstream the constitutively active promotor EF1α (Addgene #12,257) which was kindly provided by Didier Trono Finally, P2A-dsRed sequence was cloned downstream *Ctnnb1*^*S*^ gene. All restriction enzymes were from New England Biolab. Lentiviral particles were generated using PEI transfection with 2nd generation packaging plasmids VSV-G pMD2.G (Addgene #12259) and PAX2 (Addgene #12260), kindly provided by Didier Trono respectively.

### Generation of adenoma organoids

Wild type organoids from prSI, diSI and colon were transduced with the pWPXL-Ctnnb1^S^-P2A-dsRed plasmid in order to generate adenoma organoids [67, 68]. Once adenoma cultures were established, selection for positively transduced organoids was performed. Since the Wnt pathway is upregulated in these organoids, the dependence on external Wnt agonist is diminished. Therefore, after four days selection for pWPXL-Ctnnb1^S^-P2A-dsRed positive organoids was performed by culturing them in selection medium, ENR without R-spondin1 conditioned medium for SI and ENR for colon organoids. Visual expression of the dsRed construct by fluorescence microscopy (Zeiss AxioVert 200) confirmed successful transduction (Additional file 1A). We further confirmed *Ctnnb1* upregulation in quantitative PCR, Western Blot and on RNA sequencing data.

### Quantitative PCR

Overexpression of *Ctnnb1*, detection of Wnt targets and specific region markers were validated by quantitative PCR. In short, RNA was isolated using NucleoSpin® RNA kit (Macherey–Nagel). Then, 500 ng of total RNA were retrotranscribed using 5 μg/mL polydT primers and SuperScript® III reverse transcriptase (Thermo Scientific) at 50 °C. cDNA was diluted 1:20 in distilled water and amplified in 5 μL reactions with LightCycler® 480 SYBR Green I Master 2X on a LightCycler® 480 (Roche). Results were analysed using LightCycler® 480 software version 1.5.1.62. Relative fold gene expression was calculated using the delta-delta Ct (2^−DDCt^) method [69]. Primer sequences can be found in Additional file 5.

### Western blotting

Organoid protein lysates were made using Cell Lysis Buffer (Cell Signaling Technologies) according to manufacturers’ protocol. Subsequently, protein concentrations were determined using Pierce^™^ Protein Assay Kit (Thermo Scientific). Next, 30 μg protein was loaded in 4–15% Mini-PROTEAN® TGX precast protein gels (Bio-Rad), separated by electrophoresis and transferred to PDVF membranes using the Trans-Blot Turbo System (Bio-Rad). Membranes were blocked in 5% Skim Milk Powder (Sigma) and primary antibodies were incubated overnight in 5% BSA/TBST and washed with TBST (0.1% Tween® 20, P1379, Sigma). HRP-conjugated secondary antibodies were incubated for 1 h at room temperature in 5% BSA/TBST and washed with TBST. Protein levels were detected using Pierce^™^ ECL Western Blotting Substrate (Thermo Scientific) and revealed using ImageQuant LAS 4000 (GE Healthcare Life Sciences). Primary antibodies used are anti-β-Catenin (9562, Cell Signaling Technologies), anti-REG1A (PA5-70,626, Thermo Scientific), anti-FABP6 (PA5-50,407, Thermo Scientific), anti-MUC1 (PA5-95,487, Thermo Scientific) and anti-GAPDH (MAB374, Millipore). Secondary antibodies are anti-rabbit-HRP (7074, Cell Signaling technologies) and anti-mouse-HRP (1070–05, Southern Biotech). Images were cropped around the target protein sizes. Loading control was performed with GAPDH staining for all membranes.

### RNA sequencing

Total RNA was isolated using NucleoSpin RNA isolation kit (BIOKÉ, Leiden, Netherlands) and the quality of RNA samples was subsequently assessed using Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Generation of sequencing libraries was performed using the TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, USA) and 1 μg of total RNA. Sequencing was performed on HiSeq2500 (Illumina) with 50-bp single-end reads. Average sequencing depth (total number of reads) was 17.69 M reads (range 11.28 M to 23.32 M). 

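The deposited counts hold only the reads that featureCounts assigned to genes. They summed to 12440411 per library on average (n = 18 libraries).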

Mean coverage (number of reads × read length / target size) of all genes was on average 4.395 (range 2.658 to 6.480). 

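The coverage can be computed from the deposited counts and the gene lengths, as the mean over genes of count × 50 bases / length. This way of averaging was found by trying several. For all genes it gave 4.39 on average, from 2.66 to 6.48 in the libraries. For the 18861 genes with a mean count of at least 1, it gave 11.3 on average, from 6.83 to 16.7.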

After excluding genes with a mean read count < 1 for downstream analysis, the average coverage across the samples was 11.293 (range 6.831 to 16.654).

### Data retrieval

Reads were aligned and quantified using HISAT2 (2.0.4), samtools (1.3.1) and subread featureCounts (1.5.0-p1) with GRCm38.85 [70–72]. The mutated region of *Ctnnb1*^*S*^ comprising four mutations was identified among the unmapped reads as a 37b long string “*G*CTGGAATCCAT*G*CTGGTGCCACC*G*CCACAGCTCCT*G*” as opposed to the wild type “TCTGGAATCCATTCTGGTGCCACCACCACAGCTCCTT” among the mapped reads.

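The wild type string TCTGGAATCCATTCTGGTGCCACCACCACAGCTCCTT lies on chromosome 9 of GRCm38 from 120950605 to 120950641, in exon 3 of *Ctnnb1* (exon 2 of one transcript). Its first base is base 97 of the coding sequence. The mutated string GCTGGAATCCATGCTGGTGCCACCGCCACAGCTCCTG differs from it by T1G, T13G, A25G and T37G, with positions counted from 1 at the 5′ end of the 37-base string. These are bases 97, 109, 121 and 133 of the coding sequence. The reads at this region were not analysed here.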

TCGA gene expression data as raw counts and clinical data was obtained using TCGAbiolinks (2.12.3) [73]. Only samples with an annotated tumour site or site of resection or biopsy were analysed, assigning sigmoid and descending colon to left colon and cecum and ascending colon to right colon. MSS tumours with a somatic *APC* mutation were selected based on the annotations of the original publication [8]. CMS labels were obtained from the original publication [16].

### Data analysis

DESeq2 (1.10.1) was applied for normalization and differential expression analysis [74]. The results were annotated with org.Mm.eg.db (3.8.2) or org.Hs.eg.db (3.8.2) and plotted using ComplexHeatmap (2.0.0) or ggplot2 (3.2.0) [75]. After ranking genes according to the decreasing Wald statistics value, GseaPreranked (v3.0) was used for gene set enrichment analysis on ENCODE transcription factor target gene sets, Wnt target genes and location markers from literature as well as gene lists generated from our own data using cut-offs of fold change > 1.2 and Benjamini–Hochberg adjusted p-value of 0.05 [20, 32, 33, 51, 74]. Results were replotted adapting Rtoolbox::replotGSEA (v.1.4). An alternative Gene Set Enrichment method based gene expression analysis with limma::voom(3.40.2) and edgeR (3.26.5) was used on MiSigDB Hallmark gene sets with EGSEA (1.12.0) [49, 50, 76–78]. Overlapping transcription factor target gene sets were identified using ChEA3 mean rank mode on the 200 genes with the highest significant upregulation (fold change > 2, adjusted p-value < 0.05) between Ctnnb1^S^ and wt in each location or between the left and right normal colon from TCGA samples [74, 79]. The score was inverted in order to be maximal with the highest overlap evidence. From genes coding these transcription factor we selected genes that showed variance in expression in wild type and in the log2 fold change upon Wnt activation between the locations (above average) and plotted their correlation to the corresponding transcription factor targets overlap. Correlation was tested using the Spearman method in R package ggpubr (0.2.5).

## Supplementary information

**Additional file 1.** Validation of findings. (A) The expression of dsRed after Ctnnb1^S^ transduction was examined by fluorescence microscopy including images merged with bright field, scale bar = 200 μm. (B) Heatmap depicts average (n = 3) scaled counts for both conditions of each location, right columns show summarized log2 fold changes, log2FC(Cβ/wt), and mean read count across locations. Genes represent our location signatures comprising each 200 most significantly (Wald-Test) upregulated genes comparing the wt samples of prSI, diSI or colon to all other locations’ wt samples, respectively. (C) Validation of location marker genes with quantitative PCR, n = 3, Student’s t-test, error bars represent S.E.M., mean fold change in vertical number. (D) Immunoblot of prSI location marker REG1, diSI location marker FABP6, colon location marker MUC1 and control GAPDH, protein lysates from organoids grown without (wt) or with transduced Ctnnb1^S^ (Cβ). The loading control is exemplarily shown for the FABP6 membrane. (E) For genes which are significantly differentially expressed in the murine organoid locations in colon vs. small intestine and in TCGA normal samples from the left vs. right colon we find a significant correlation (Spearman) of the log2 fold changes (log2FC).

**Additional file 2.** Location signatures are downregulated upon Wnt activation. Genes depicted in Fig. 2A are provided in a table format with compiled log2 fold changes (l2FC) (n = 3) for each location separately. The comparison of the wt samples of prSI, diSI or colon to all other locations’ wt samples retrieved the most significantly (Wald-Test) upregulated genes categorized as internal location (int. loc.) marker genes. Corresponding log2 fold changes are listed under l2FC.loc for all locations. External location (ext. loc.) marker genes were previously reported to be specific to intestinal divisions [20, 33] or specifically enriched in the intestine based on the Human Protein Atlas [34–37]. Cell type marker genes were previously reported to be specific to differentiated intestinal cells [38–40]. 

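The log2 fold changes of Cβ against wt were also computed here for the genes of Additional file 2. Across 137 genes in prSI, 142 in diSI and 131 in colon, they correlated with the paper's values with r = 0.998, 0.9995 and 0.992 (genes are not independent replicates). The median absolute differences were 0.01, 0.01 and 0.03. In prSI, 94 of these genes were lower in Cβ organoids, in diSI 106 and in colon 88, against 95, 107 and 88 in the paper's values.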

The downregulation of location and differentiation markers upon Wnt activation can be appreciated in the separately calculated log2 fold changes (Cβ/wt) listed under l2FC.ctn.vs.wt. NA values correspond to expression below detection in either condition or a non-mappable gene symbol from literature.

**Additional file 3.** Location signatures are downregulated upon Wnt activation in vivo. (A) To validate our findings in human in vivo samples we used TCGA data [8] with the summarized clinical characteristics of patients. *Transverse colon samples were depicted but not included in the differential expression analyses between the two sides, due to lack of more specific site information. The same holds for a single sample from normal transverse colon of a female patient (44 years). (B) Using transcriptome data from TCGA [8] we identified genes differentially expressed (adjusted p-value < 0.01, Wald-Test) between left and right colon in the normal tissue samples (left panel). The expression of those genes in MSS *APC* mutated colon adenocarcinoma samples is shown in the right panel. Samples for transverse colon are included for comparison purpose. (C) Transcription factors for which an enrichment of their target genes was observed in normal colon side-specific genes show little or no differential expression of their own coding genes in the normal colon but partially a differential expression between normal colon and colon cancer samples.

**Additional file 4.** Wnt response is partly location specific. (A) Heatmap with average (n = 3) scaled counts, centred around the location mean. Right columns show summarized log2FC(Cβ/wt) and mean read count across locations. Using a likelihood ratio test, we identified genes, in which the reaction to Wnt activation depends significantly on the location. The location dependently upregulated genes were separated into 3 groups, where the upregulation was maximal in prSI, diSI or colon, respectively. (B) Genes differentially expressed between left and right TCGA colon cancer samples were tested for enrichment in Hallmark genes sets using EGSEA. (C) Using transcriptome data from TCGA [8] we tested, which Wnt target genes [32] were differentially expressed between left and right colon in the MSS *APC* mutated colon cancer samples. Wnt genes with a trend to differential expression between the colon cancer locations (adjusted p-value < 0.05 at *TP53RK*, all genes p-value < 0.15, Wald-Test) are plotted (right panel). The expression of those genes in normal samples is shown in the left panel. Samples for transverse colon are included for comparison purpose.

**Additional file 5.** Primers used in quantitative PCR.

## Data Availability

The dataset generated and analysed during the current study is available in the Gene Expression Omnibus (GEO) repository, under accession number GSE146476 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146476).

## Abbreviations

CMS: Consensus molecular subtype
diSI: Distal small intestine
GSEA: Gene set enrichment analysis
MSS: Microsatellite stable
prSI: Proximal small intestine
SI: Small intestine
Cβ, Ctnnb1^S^: Stabilized β-catenin
TCGA: The Cancer Genome Atlas
wt: Wild type

# Supplementary material for: Intestinal region-specific Wnt signalling profiles reveal interrelation between cell identity and oncogenic pathway activity in cancer development
**Source:** Cancer Cell Int. 2020 Dec 3;20:578. doi: 10.1186/s12935-020-01661-6

A

| Characteristic |                   | normal colon |            | colon cancer |                |             |
|----------------|-------------------|--------------|------------|--------------|----------------|-------------|
|                |                   | Right (n=16) | Left (n=8) | Right (n=25) | Transv. (n=5)* | Left (n=40) |
| Gender         | Female (%)        | 56.25        | 25.0       | 44           | 20             | 42.5        |
|                | Male (%)          | 43.75        | 75.0       | 56           | 80             | 57.5        |
| Age            | Median (years)    | 78           | 69         | 71           | 69             | 70          |
|                | Mean (min-max)    | 76 (43-90)   | 68 (40-86) | 73 (50-90)   | 71 (84-53)     | 69 (38-89)  |
| Stage          | Stage I (%)       |              |            | 16           | 20             | 20          |
|                | Stage II (%)      |              |            | 40           | 60             | 30          |
|                | Stage III (%)     |              |            | 28           | 20             | 30          |
|                | Stage IV (%)      |              |            | 16           | 0              | 20          |
| Genetics       | APC Mut. (%)      |              |            | 100          | 100            | 100         |
|                | MSS (%)           |              |            | 100          | 100            | 100         |
|                | RAS/BRAF Mut. (%) |              |            | 80           | 60             | 30          |
| CMS            | CMS1 (%)          |              |            | 8            | 0              | 0           |
|                | CMS2 (%)          |              |            | 24           | 40             | 62.5        |
|                | CMS3 (%)          |              |            | 24           | 20             | 2.5         |
|                | CMS4 (%)          |              |            | 16           | 40             | 22.5        |

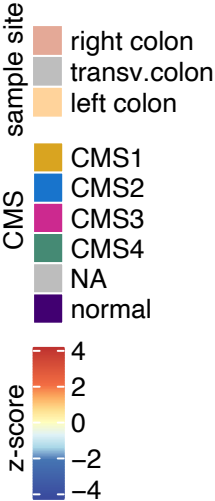

B

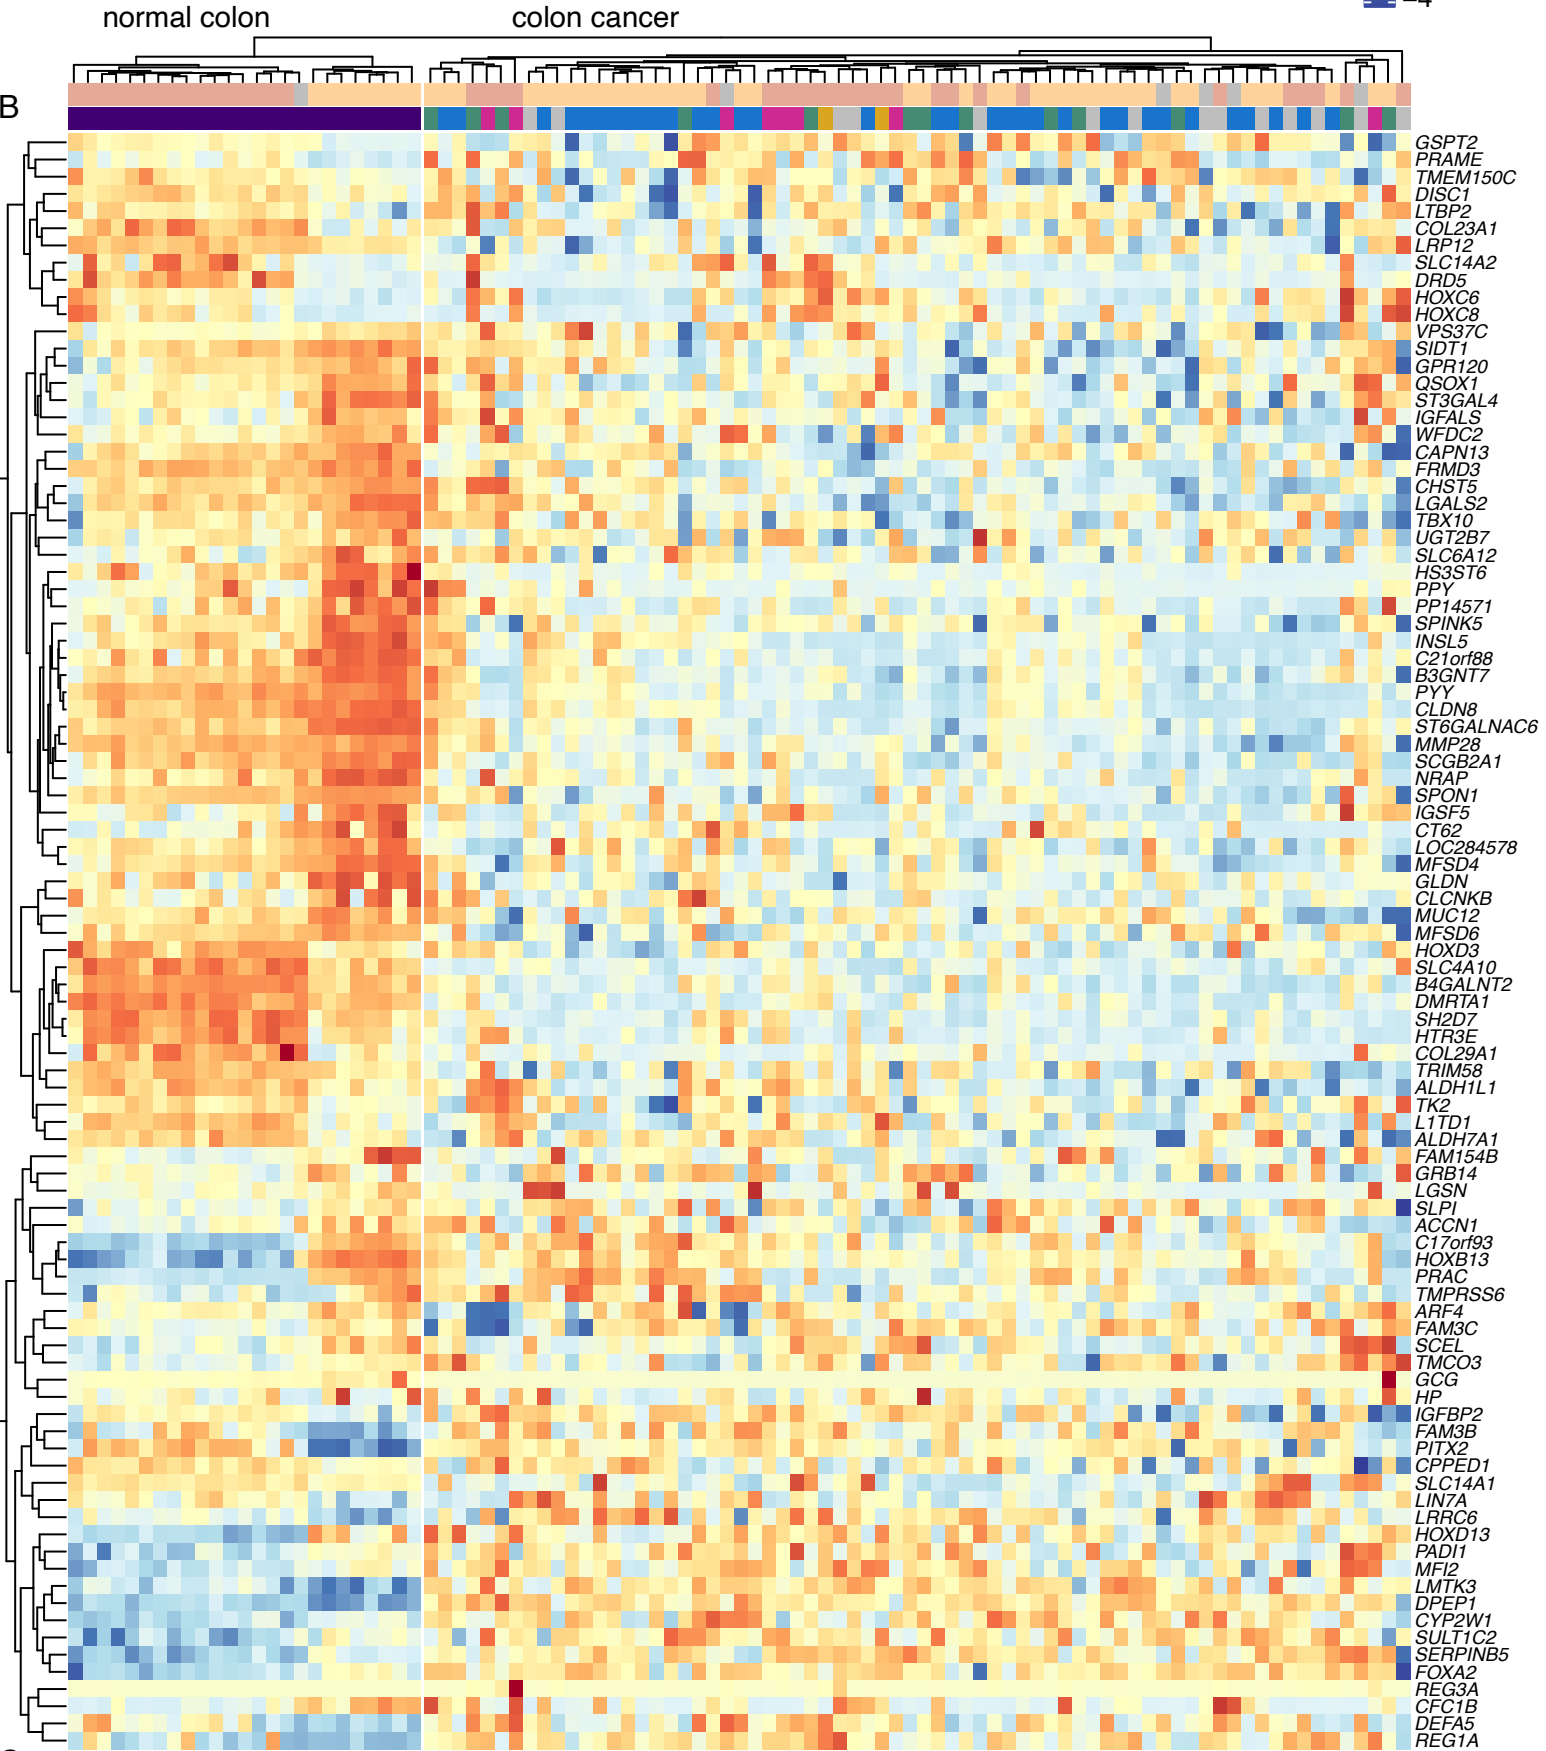

C

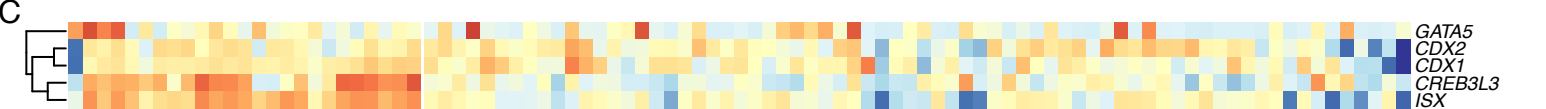

**Supplement:** Supplementary file 3 — Additional file 3. Location signatures are downregulated upon Wnt activation in vivo. (A) To validate our findings in human in vivo samples we used TCGA data [8] with the summarized clinical characteristics of patients. *Transverse colon samples were depicted but not included in the differential expression analyses between the two sides, due to lack of more specific site information. The same holds for a single sample from normal transverse colon of a female patient (44 years). (B) Using transcriptome data from TCGA [8] we identified genes differentially expressed (adjusted p-value < 0.01, Wald-Test) between left and right colon in the normal tissue samples (left panel). The expression of those genes in MSS APC mutated colon adenocarcinoma samples is shown in the right panel. Samples for transverse colon are included for comparison purpose. (C) Transcription factors for which an enrichment of their target genes was observed in normal colon side-specific genes show little or no differential expression of their own coding genes in the normal colon but partially a differential expression between normal colon and colon cancer samples.

How the deposited data were processed for this re-analysis (not part of the article)

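RNA was sequenced from 18 libraries of mouse intestinal organoids, 3 each of wt and *Ctnnb1* S (Cβ) organoids from prSI, diSI and colon. The Cβ organoids had been transduced with a vector and selected in medium without added R-spondin1 (SI) or in ENR medium (colon), whereas the wt organoids had not been transduced. Transduction and selection therefore cannot be told apart from the expression of *Ctnnb1* S. CHIR had been added to all crypt cultures and was removed from the SI ones only, so that media also differed between SI and colon. All prSI libraries and replicate 1 of wt and Cβ diSI organoids were on lane 1, and the others on lane 2. Neither the paper nor the labels give a strain, sex or donor for a library.

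The authors aligned single-end reads of 50 bases to GRCm38 with HISAT2 2.0.4 and processed the alignments with samtools 1.3.1. They counted reads per gene with featureCounts 1.5.0-p1 on the annotation of Ensembl release 85, without a strand option and without reads that matched several places or several genes. The deposited counts are raw, whole numbers for 48526 genes in each of the 18 libraries, with no normalization and no filter. The other deposited values are the gene lengths, which the authors' counting program gave as the number of exonic bases of each gene. Gene symbols and positions came from the annotation of GENCODE release M21 and matched 48058 genes. Of all genes, 19749 had no count in any library, and 18861 had a mean count of at least 1 and were tested. Every library was mapped to its location, genotype and replicate number from its label.

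The counts on genes per library ranged from 8265406 to 15997581, with a median of 12344386. A gene with 3 counts or fewer in every library of a group was taken to be at the floor, and a fold against such a group is given as a lower bound. Genes with few counts have wide errors, and a change in them could not be shown at this depth.

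Counts were normalized with the TMM method and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (estimateDisp, then glmQLFit with robust set to true). One model with a mean for each of the 6 groups served all comparisons of Cβ with wt, per location and averaged over the locations. The interaction of genotype and location was tested in the same model. The location marker genes came from a model of the 9 wt libraries, as each location against the mean of the other two. P-values were adjusted with the Benjamini-Hochberg method over the genes tested. A gene was called with an adjusted p-value below 0.05 and a fold change above 1.2, and above 2 for the genes looked up by their level in wt organoids. Markers were the 200 called genes with the smallest p-values of each location. Adjusted p-values without a named test come from this edgeR test. CPM values of single libraries were TMM-normalized, and a prior count of 2 was added on the log2 scale. Values of single genes in 3 against 3 libraries were also compared with an exact permutation test, two-sided, which cannot give a p-value under 0.1.

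Enrichment scores were computed with fgsea 1.28.0 (10000 gene permutations, seed 1) on genes ranked by the signed root of the F statistic. Gene sets were tested with camera of limma 3.58.1 on voom-transformed counts, with an inter-gene correlation of 0.01. The 9 gene sets were the S phase and G2/M lists of Seurat 5.3.0 and mouse Reactome pathways that come with fgsea, and 14504 tested genes had the identifier these need. P-values of gene sets were adjusted over the sets. Gene lists of the paper were typed from Fig. 1e and Fig. 4a or read from Additional file 2. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

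Genes were named by a rule set in advance. It covers every gene that the paper names in its text or shows in Fig. 1e, Fig. 2a with Additional file 2, or Fig. 4a. For each location it adds the 5 genes with the smallest p-values in each direction that changed the same way in all same-numbered pairs. It further adds the 5 genes with the smallest interaction p-values per location and the 5 genes with opposite changes whose smaller change is largest. The genes printed are a subset of these, picked after their values were seen. A gene that the rule covers is not reported here. *Xist*, *Ddx3y*, *Eif2s3y*, *Uty*, *Kdm5d* and *Zcchc3* fall outside the rule and were chosen after their values were seen.

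The pairing of wt and Cβ libraries rests on the replicate numbers in the labels alone. A model with one block per same-numbered pair was therefore an alternative and not the main model. The other alternatives were DESeq2 1.42.0 (Wald test, and a likelihood ratio test for the interaction), its size factors in edgeR, the filterByExpr filter, no filter, and a model of only the 6 libraries of a location. Further ones were no limit on the fold change, a fold change above 2, markers higher than in each of the other locations, the 15 most significant markers or the 15 of the paper, and wt replicates held out from the choice of genes. The log2 fold change was tried as the rank, and for gene sets an estimated inter-gene correlation, the rotation test fry, and fgsea. Each library was left out in turn. Ranges of p-values over the alternatives do not include these fits. After seeing the data, the other locations pooled as one group were added as an alternative for the markers, in edgeR and in DESeq2. The labels of the libraries were also permuted, with 100 relabellings of the 256 possible for averages over the locations, all 4 splits that part the same-numbered pairs within a location, and all 36 assignments of same-numbered libraries or pairs to locations.

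The methods were tested on simulated data with the group sizes and library sizes of the study, in which 200 of 18555 genes were given a known change in prSI. The edgeR test recovered 191 of these and called 20 of 17955 unchanged genes. DESeq2 recovered 198 and called 54. For genes given a location-dependent change, edgeR recovered 170 of 200 and DESeq2 186. The changes given were log2 fold changes of 2 in either direction, only in genes with higher mean counts. Each simulated gene had the same spread in all groups. The simulation therefore does not show how the tests do with small changes, few counts or the unequal spread of the real groups.

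The Hallmark gene sets, the transcription factor analysis and the whole list of Wnt target genes behind Fig. 1f were not used here. Reads at the mutated region of *Ctnnb1* were not analysed, as counts per gene do not hold them. Quantitative PCR, protein and imaging experiments and the human tumour data were not analysed here.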

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

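Groups, models, thresholds, the test on lanes and the permutations of labels were set before the data were examined, whereas the tests on depth, mixed libraries and donors in this part were chosen only after the result was seen.

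The response to Wnt activation differed between prSI, diSI and colon for 1451 genes in the interaction test of edgeR. When the 9 same-numbered pairs of wt and Cβ libraries were assigned to the locations in all 36 ways, with the location means kept, only the real assignment gave as many genes (1 of 36). The largest number under another assignment was 810. Lane is a technical explanation for differences between locations, as all prSI libraries were on lane 1 and all colon libraries on lane 2. Only diSI was on both lanes. Its wt replicate 1, on lane 1, lay 0.0744 farther from the prSI wt libraries than the mean of replicates 2 and 3 did (root mean square log2 difference). For the Cβ organoids, the same difference was -0.0273, closer to prSI. With 1 library of each genotype on lane 1, and with diSI wt replicate 1 set apart also by its mitochondrial share of 12.1% of counts, the test leaves lane open. Wt and Cβ libraries of a location shared their lanes, so that a constant effect of the lane would cancel in each response. The number of genes also depended on the model and on single libraries, with 3000 genes in DESeq2, 321 with the replicate block and 451 to 3041 when each library was left out. A location-dependent response is a hypothesis that may hold. It cannot be told apart from effects of the lane that are not constant, or from differences between donors of the libraries. Nor can it be told apart from the media, which differed between SI and colon. CHIR was removed from SI cultures only, and Cβ organoids were selected without added R-spondin1 in SI but in ENR medium in colon.

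Among the 145 genes with opposite significant changes, *Pgf*, *4930447F24Rik*, *Sftpd* and *Khdrbs3* were higher in one location and lower in another. They were chosen for this pattern, so that their interaction tests show no stability. The adjusted interaction p-values were 0.0115 for *Pgf*, 0.0026 for *4930447F24Rik*, 0.0027 for *Sftpd* and 0.0125 for *Khdrbs3*. *Pgf*, *4930447F24Rik* and *Sftpd* were higher in prSI and lower in colon, with log2 fold changes of 3.70 and -3.10 for *Pgf*, 3.39 and -3.10 for *4930447F24Rik*, and 3.39 and -2.88 for *Sftpd*. *Khdrbs3* was lower in diSI by a log2 fold change of -3.07, from 23 to 96 counts in wt libraries to 6 to 10 in Cβ libraries. In colon it had no counts in any wt library and 3 to 13 in Cβ libraries, at least 2.1-fold higher. In each of these changes all 3 same-numbered pairs moved in the same direction, but the colon wt and Cβ libraries of *Pgf* overlapped. Relabelling wt and Cβ within same-numbered pairs gave as many genes with opposite changes in 4 of 100 relabellings, the real one included. The largest number under another relabelling was 458. The others that reached the 145 genes exchanged all pairs of diSI or of colon, in part together with further pairs. This keeps the grouping of that location, turns its direction, and can make shared changes opposite. The share of 4 of 100 therefore does not show whether the number is rare. In the model of the 6 colon libraries alone, the adjusted p-values of the colon changes were 0.22 for *Pgf* and 0.19 for *4930447F24Rik*, *Sftpd* and *Khdrbs3*. Over the alternatives they ran from 0.0033 to 0.22 for *Pgf*, from 1.26e-04 to 0.19 for *4930447F24Rik*, from 5.78e-05 to 0.19 for *Sftpd* and from 0.0035 to 0.19 for *Khdrbs3*. When each library was left out in turn, the prSI change of *Pgf* no longer passed in 6 of 18 fits (adjusted p up to 0.13). The prSI changes of *4930447F24Rik* and *Sftpd* were lost in 3 and 2 fits, and the diSI change of *Khdrbs3* in 3. The colon changes were lost in 3 fits for *Pgf*, 2 each for *4930447F24Rik* and *Sftpd*, and 1 for *Khdrbs3*. With the replicate block, neither change of *Khdrbs3* passed (adjusted p = 0.115 in diSI and 0.0836 in colon), and over the alternatives its diSI change ran from 0.001 to 0.115. A constant effect of the lane would cancel in these changes, whereas donors and media cannot be ruled out.

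The paper does not report on sex-linked genes, whose counts differed between libraries of one group. CPM in this paragraph were not TMM-normalized. *Xist* was at 1968 CPM in colon wt replicate 1, against 0.316 and 0.292 in replicates 2 and 3 and at most 0.484 in colon Cβ organoids. All prSI libraries had 1065 to 2247 CPM of *Xist*, and no diSI library had more than 1.36. The Y-linked gene *Ddx3y* was at 76.2 CPM in diSI wt replicate 2 and 71.6 in replicate 3, but had 0 counts in replicate 1. The diSI Cβ replicates had 71.4, 53.2 and 56.2 CPM of *Ddx3y*. In colon, wt replicates 2 and 3 had 58.6 and 62.7 CPM, and wt replicate 1 and all Cβ replicates 0. *Uty* and *Kdm5d*, also on Y, were present in the same libraries as *Ddx3y*. *Eif2s3y* was present only in diSI wt replicate 3 with 81.0 CPM and diSI Cβ replicates 2 and 3 with 87.0 and 95.1, and had 2 counts or fewer in every other library. Low depth was tested as an explanation, and at the lowest level of a library with *Ddx3y* the shallowest library without it would have given 440.1 counts. A mixture of samples was tested by counting libraries with both *Xist* and *Ddx3y* above 1% of the highest library, of which there were 0. Both tests went against these explanations. Different donors within a group remain a candidate explanation. In colon wt organoids, 36 genes that are not on X, Y or the mitochondrial genome were above 10 CPM in some libraries and at 3 counts or fewer in others, and 33 of these set replicate 1 apart. There were 4 such genes in diSI wt and 5 in diSI Cβ organoids, and 0 in each of the other groups. A mislabelled colon library is opposed by *Muc1* at 598 CPM (TMM-normalized) and *Reg1* at 0.112 in colon wt replicate 1. The loss of Y in culture was not tested. The labels give no sex or donor, and no biological explanation was tested.

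If donors differ between libraries, the colon comparison of wt with Cβ may also hold differences between donors. Among genes not on X, Y or the mitochondrial genome, 0 were at 10 CPM or more in all colon wt and at 3 counts or fewer in all colon Cβ libraries, or the reverse. *Zcchc3* came close, as it would have met this limit with TMM-normalized CPM (12.2, 10.2 and 13.4 in colon wt) but not with the CPM used. Transduction could also give such genes, and donors that share a strain would give none, so that this test leaves the question open. Genotype and donor cannot be told apart in colon. Genes on X made up 1.48% of the genes called in prSI, 2.51% in diSI and 2.58% in colon, against 3.23% of the genes tested. Genes on Y were 0 of the calls in prSI and diSI and 4 in colon.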

How the results depend on the processing

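No test in this part was chosen only after the result was seen, but the pooling of the other locations as one group was an alternative chosen after seeing the data. Of the results recomputed under each alternative, the direction of change reversed only where stated below. The cause of the changes in this part was not tested.

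Replacing the TMM factors by DESeq2's size factors in edgeR left 87 of 87 results on their side of the threshold, or within 1.5 times their number of genes. In the average, however, 1531 genes were then higher and 1663 lower, against 1698 and 1546 with TMM, so that which direction had more calls depended on the scaling. The filterByExpr filter left 85 and made 2 stronger, *Ctnnb1* in prSI (log2 fold change 0.49, adjusted p = 0.0333) and in colon (0.40, adjusted p = 0.0446). Without a filter, 84 results stayed. The genes lower in colon fell to 743, against 1354 with the filter, so that 64.8% of the calls were higher instead of 52.8%. The genes with opposite changes fell to 76, and *Lama5* in colon no longer passed (adjusted p = 0.0691).

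DESeq2 called more genes, with 994 higher and 1017 lower in prSI, and 676 higher and 1080 lower in diSI. The numbers were 1801 and 1988 in colon, and 1861 and 1998 in the average, so that in prSI, in colon and in the average more genes were lower than higher, unlike in edgeR with TMM. It gave 22 genes higher in all locations, 351 with opposite changes and 3000 with a location-dependent response. The edgeR and DESeq2 tests shared 618 higher and 492 lower genes in prSI, 417 and 608 in diSI, and 1477 and 1266 in colon. *Ctnnb1* passed in prSI (0.47, adjusted p = 0.0074) and in colon (0.34, adjusted p = 0.0433), and *Ascl2* in prSI (1.07, adjusted p = 0.0448). Over the alternatives, the adjusted p-values of *Ctnnb1* ran from 0.0035 to 0.169 in prSI and from 0.0433 to 0.302 in colon.

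A model of only the 6 libraries of a location gave 2186 higher and 1934 lower genes in prSI, but 2 higher and 3 lower genes in colon, whose libraries had the widest spread among wt replicates. It gave 0 genes higher in all locations (135 at an unadjusted p-value below 0.05) and 12 with opposite changes. *Ctnnb1* in prSI passed (0.49, adjusted p = 0.0035). The score of the genes higher in Cβ among the wt ranks reversed in colon to 0.47 (gene permutation test, p = 0.866), as it rested on 2 genes. Beside these, 18 changes of named genes no longer passed, all in colon except *Slc5a1* and *Reg1* in prSI, and *Ascl2* in prSI and diSI became significant.

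With the replicate as a block, 209 genes were higher and 200 lower in prSI, 204 and 388 in diSI, 405 and 432 in colon, and 745 and 1016 in the average. It gave 0 genes higher in all locations (52 at an unadjusted p-value below 0.05, against 75 without the block), 704 in exactly 1 location, 38 with opposite changes and 321 with a location-dependent response. Of the other results, 70 stayed and 6 of named genes no longer passed. In the wt libraries, the block left 15 of 15 results in place.

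A fold change above 2 left 347 higher and 246 lower genes in prSI, 257 higher in diSI, 613 and 714 in colon, and 302 and 527 in the average. It left 2 genes higher in all locations, 1007 in exactly 1 and 49 with opposite changes. Dropping the limit on the fold change left 11 of 11 counts within 1.5 times.

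Requiring markers to be higher than in each of the other locations gave 357 genes in prSI, 406 in diSI and 2991 in colon. Pooling the other locations gave 169 in prSI and 207 in diSI, and 690 and 648 in DESeq2. In edgeR, the numbers of markers lower in Cβ and their scores stayed under both changes, and in DESeq2 they were not computed. With held-out wt replicates, the numbers of lower markers stayed, and the marker scores were not computed. Ranking by log2 fold change took the score of the Wnt target genes in prSI past its threshold (0.448, gene permutation test, p = 0.111), and the other 10 scores stayed.

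For the gene sets, camera with an estimated inter-gene correlation left 0 sets (0 at an unadjusted p-value below 0.05) of the 7. The adjusted p-value was then 0.335 for DNA Replication, with a range of 1.06e-05 to 0.335 over the alternatives, and 0.145 for each of the other 6. Fry left 10 of 10 results in place, all of them on the average of the locations. The clotting cascade, never significant, reversed its direction with fgsea (adjusted p = 0.551) and with the block (adjusted p = 0.892), within a range of 0.551 to 0.995. It also did so in 10 of the 18 fits that each left out one library, with adjusted p-values from 0.665 to 0.995.

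In these 18 fits, the genes higher and lower ran from 129 to 939 and 128 to 785 in prSI, 160 to 632 and 228 to 957 in diSI, 522 to 2102 and 161 to 2672 in colon, and 1170 to 2109 and 1135 to 2181 in the average. From 3 to 21 genes were higher in all locations, 1095 to 2772 in exactly 1, 34 to 367 had opposite changes, and 451 to 3041 a location-dependent response. The lowest and highest numbers in colon came from leaving out Cβ replicates 1 and 3. The 9 fits without a wt library gave 1080 to 2771 markers in prSI, 1288 to 2596 in diSI and 3926 to 4448 in colon. Of the 200 markers, 159 to 182, 151 to 180 and 160 to 184 were lower in Cβ, with scores from -0.769 to -0.591, -0.797 to -0.708 and -0.693 to -0.575. The scores among the wt ranks ran from -0.809 to -0.655, -0.891 to -0.821 and -0.913 to -0.809, and those of the Wnt targets from 0.523 to 0.614, 0.686 to 0.789 and 0.723 to 0.801. From 43 to 46 external markers were lower, with scores from -0.651 to -0.601, and the cell type score ran from -0.564 to -0.515. *Ctnnb1* ranged from 0.45 to 0.51 in prSI, passing in 4 fits, from 0.70 to 0.85 in diSI, passing in all, and from 0.26 to 0.53 in colon, passing in 1. The fits left 7 gene sets each.

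Depth limits genes with few counts. *Khdrbs3* had 0 counts in all colon wt libraries and at most 13 in Cβ libraries, and its change in colon rests on these.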

Differences from the paper's values

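All values of the paper in this part that come from a figure were read by eye. The paper's enrichment scores of Wnt target genes are about 0.42 in prSI, about 0.66 in diSI and about 0.65 in colon (Fig. 1f), against 0.557, 0.759 and 0.764 here. The paper's scores rest on the whole list of its reference, and those here on the genes shown in Fig. 1e. For prSI and colon, none of the alternatives set before the data were examined closed the gap. For diSI, ranking by log2 fold change did, with 0.654, and the other alternatives did not.

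The paper's enrichment scores of the location markers are about -0.58 in prSI and about -0.71 in diSI (Fig. 2b), where -0.746 and -0.758 were found. Of the alternatives set before the data were examined, only left-out libraries closed these gaps. The prSI score was -0.591 without colon wt replicate 1, and the diSI score was -0.708 without colon wt replicate 3. For the cell type markers, the paper's score is about -0.70 (Fig. 2c) and the score here -0.542. No alternative set before the data were examined closed this gap.

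The paper's enrichment scores of the genes higher in Cβ among the wt ranks are about -0.59 in prSI, about -0.81 in diSI and about -0.80 in colon (Fig. 4b). Here they were -0.688, -0.861 and -0.872. In prSI, the model of the 6 libraries of the location closed the gap with -0.623, and no other alternative set before the data were examined did. In diSI, the gap was closed by the model of 6 libraries (-0.809) and by ranking by log2 fold change (-0.825). Held-out wt replicates (-0.824) and leaving out diSI Cβ replicate 1 (-0.821) also closed it. Left-out libraries aside, the other alternatives did not. In colon, ranking by log2 fold change closed the gap with -0.786, and leaving out colon wt replicate 1 with -0.809. Left-out libraries aside, the others did not. Pooling the other locations as one group, which was chosen after seeing the values, also closed the gaps in prSI (-0.614) and diSI (-0.821).

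The paper's Fig. 4a shows about 22 genes as higher in Cβ organoids of all locations, and 10 genes were called here. DESeq2, one of the alternatives set before the data were examined, closed the gap in number with 22 genes. Leaving out colon wt replicate 1 also closed it, with 21 genes. Left-out libraries aside, filterByExpr (14 genes) and the others did not. For *Reg1* in wt prSI against the other locations, the paper's log2 fold change is 11.006 (Additional file 2), and the one here 12.69. None of the alternatives set before the data were examined closed this gap. Pooling the other locations as one group, chosen after seeing the values, gave 10.95 in edgeR and 11.006 in DESeq2.

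Additional file 2 gives the paper's log2 fold changes of 144 genes between wt locations. In the comparison with the mean of the other locations, the sign was opposite to the paper's for 11 genes in prSI, 9 in diSI and 2 in colon. With DESeq2 and the other locations pooled, chosen after seeing the values, the median absolute differences from the paper's values were 6.44e-06, 4.81e-06 and 3.91e-06.

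The paper describes the markers of a location as almost uniformly lower in its Cβ organoids. Of its own 15 markers, 12 were lower in prSI, with 15 in diSI and 15 in colon. The paper describes a loss of cell type markers, whereas 5 of 8 goblet cell markers were higher in the average of the locations. Of the 22 genes that the paper shows as higher in all locations, 7 were called in each location here. DESeq2 called 10 of them in each, so that its 22 genes are not the same genes, and filterByExpr called 8. The model of 6 libraries and the replicate block called 0 of them in each. Of the genes shown for prSI alone, 16 of 19 were called higher in prSI, 19 with DESeq2 or with the model of 6 libraries and 17 with filterByExpr. For diSI it was 16 of 17, and 17 with each of these settings. For colon it was 16 of 18, and 16 with DESeq2, 17 with filterByExpr and 2 with the model of 6 libraries. Without a filter, the numbers for prSI, diSI and colon were 14, 15 and 16, and with the replicate block 13, 14 and 14. The paper names the 44 genes of Fig. 1e as changed in the average of the locations, and 42 passed here, 44 with DESeq2, 43 with filterByExpr, 39 without a filter and 22 with the replicate block.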

Other observations

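In this part, the tests on gene lists for cell states, on the number of genes that differ between locations, and on stromal and immune genes were chosen only after the result was seen.

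The comparisons of wt with Cβ were repeated on other labels. Exchanging wt and Cβ within same-numbered pairs allows 256 relabellings, and 100 of these were drawn, the real one included. Only the real one (1 of 100) called as many genes in the average of the locations as the 1698 higher and 1546 lower ones, and the largest other number was 1671. For the genes called in all locations and in exactly 1, the direction with more genes was counted under each relabelling, as exchanging all labels turns higher into lower. As many as the 10 genes higher in all locations were then given by 2 of 100 (largest other 18). As many as the 2147 higher in exactly 1 were given by 2 of 100 (largest other 2194). The numbers 1671, 18 and 2194 came from the same relabelling, which exchanged all pairs of colon and no others. It keeps the grouping of wt and Cβ in colon and turns its direction. Of higher genes alone, no other relabelling gave more than 2068 in exactly 1. For the score of the external location markers it was 1 of 100. The score of the cell type markers was reached or passed by 18 of 100, and as many gene sets as the 7 found were given by 18 of 100. For these, a score or number as large is therefore no rare outcome of relabelling.

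Within a location there are 4 splits that part all same-numbered pairs. The real split alone (1 of 4) called as many genes in prSI, in diSI and in colon, and the largest numbers under other splits were 0, 149 and 1849. It alone gave a score of the location markers as far from 0 in prSI, diSI and colon (1 of 4 each). For the Wnt target genes it was 2 of 4 in prSI, 1 in diSI and 1 in colon, and for the genes higher in Cβ among the wt ranks 1 in prSI, 2 in diSI and 1 in colon. With 4 splits no share under 5% can be reached, so that these leave open whether the grouping matters. In all 36 assignments of the same-numbered wt libraries to locations, the marker numbers in prSI and diSI were each reached by the largest marker number of 4 of 36 assignments, and that in colon by 1 of 36. The largest number under another assignment was 3749. The 3 other assignments that reached the prSI and diSI numbers did so in the place of colon and kept the colon libraries together. The share of 4 of 36 therefore compares prSI and diSI with colon and does not show whether their own numbers are rare. In the places of prSI and diSI, the other assignments gave at most 637 and 601 markers.

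Choosing markers on the wt libraries that also give their change was tested as an explanation of their fall. With markers from pairs of wt replicates and the change measured against the third, 84.5% of the markers were lower in prSI, 81.2% in diSI and 77.2% in colon. If the choice were the cause, about as many should rise as fall, and the test went against it.

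Between the locations, 9971 genes differed among wt organoids and 6332 among Cβ organoids. Among the 36 assignments, only the real one gave as many genes (1 of 36 for wt and 1 of 36 for Cβ), and the largest other numbers were 7104 and 3384. Lower depth or a wider spread of the Cβ libraries could give fewer genes. The median depth of the Cβ libraries was 1317672 counts higher, not lower, and the mean SD of log2 CPM within groups was 0.338 in Cβ and 0.378 in wt (difference -0.0398). The mean distance between location means was smaller in Cβ, with 1.21 against 1.47 (root mean square log2 difference; difference -0.256). Cβ organoids may therefore be more alike across locations. This remains a hypothesis, as prSI and colon were on different lanes, their media differed, and the donors are not known.

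Lists of genes for cell states were compared by camera, in a family of 24 tests. In colon, 17 of 18 interferon response genes were lower in Cβ than in wt organoids (median log2 fold change -1.37, adjusted p = 1.31e-06, and 0.0214 with fry). Adjusted over all genes, 3 of them were significantly lower. Without colon wt replicate 1, the median was -1.37, so that this library alone does not explain it. In the 18 fits that each left out one library, the median ran from -3.23 to -0.95. An interferon response in the colon wt cultures, or its loss in Cβ, may explain this, but neither was measured apart, and the donors of the colon libraries remain open. Of 17 amino acid response genes (targets of ATF4), all were higher in prSI (median 1.00, adjusted p = 1.34e-07, with fry 0.0123), and 15 were lower in colon (median -0.98, adjusted p = 0.0017, with fry 0.0397). The medians nearest to 0 in the 18 fits that each left out one library were 0.86 in prSI and -0.51 in colon. Of 12 genes of fetal-like epithelium, all were higher in diSI (median 2.97, adjusted p = 1.34e-07, with fry 0.0134), and 7 were significantly so. Left-out libraries brought this median to 2.37 at the lowest. These shifts may reflect an amino acid response and a fetal-like program. The medium also differed between wt and Cβ organoids, and its effect was not tested. The 15 hypoxia response genes were all lower in colon (median -0.72, adjusted p = 0.0023), a shift that fry did not call (adjusted p = 0.0657). In prSI, 13 of them were higher (median 0.38, adjusted p = 0.0196), which fry did not call either (adjusted p = 0.42). These directions kept their sign with DESeq2 and with its size factors in edgeR. Differences between locations for these lists were not tested.

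The 14 genes listed as markers of stromal and immune cells were looked up, and 7 of these (50%) passed the filter on counts. Such cells in the cultures are neither shown nor ruled out by this.

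*Zcchc3* (ENSMUSG00000074682, chromosome 2, 152411955 to 152415027) was chosen after its values were seen. It had 88 to 169 counts in the colon wt libraries and 0 in all colon Cβ libraries, at least 40.9-fold lower (adjusted p = 1.97e-05, alternatives from 1.60e-12 to 0.0463). In prSI it was at 5.65 ± 1.08 CPM in wt and 5.00 ± 0.697 in Cβ organoids, and in diSI no library had more than 1 count. The paper does not report on it, and no explanation was tested.

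The mean SD of log2 CPM within a group was 0.231 in prSI wt, 0.295 in prSI Cβ, 0.359 in diSI wt, 0.336 in diSI Cβ, 0.544 in colon wt and 0.384 in colon Cβ organoids. For each pair of replicates, the squared difference of counts was compared with that of sampling alone, as a chi-square per gene. In diSI wt it was 110 and 112 for replicate 1 against the others and 4.51 between replicates 2 and 3. In diSI Cβ the values were 65.3, 53.7 and 10.2. Replicate 1 was on another lane in both. In prSI Cβ, where all libraries were on lane 1, the values were 40.6 and 26.7 for replicate 1 and 9.27 between the others. The prSI wt values ran from 3.47 to 6.47. In colon Cβ they were 57.9 and 57.7 for replicate 3 against replicates 1 and 2, and 3.96 between these, and in colon wt 98.6, 81.2 and 70.5. Mitochondrial genes took 12.1% of the counts of diSI wt replicate 1, 8.48% and 7.00% in diSI Cβ replicates 2 and 3, and 2.00% to 4.01% in every other library.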
